# Integration of parallel metabolomics and transcriptomics reveals metabolic patterns in porcine oocytes during maturation

**DOI:** 10.3389/fendo.2023.1131256

**Published:** 2023-02-01

**Authors:** Ming Gao, Minjian Chen, Qiuzhen Chen, Shuai Zhu, Hengjie Wang, Weizheng Yang, Xi Wang, Qiang Wang, Ling Gu

**Keywords:** oocyte, energy metabolism, metabolomics, transcriptomics, reproduction

## Abstract

Well-controlled metabolism is the prerequisite for optimal oocyte development. To date, numerous studies have focused mainly on the utilization of exogenous substrates by oocytes, whereas the underlying mechanism of intrinsic regulation during meiotic maturation is less characterized. Herein, we performed an integrated analysis of parallel metabolomics and transcriptomics by isolating porcine oocytes at three time points, cooperatively depicting the global picture of the metabolic patterns during maturation. In particular, we identified the novel metabolic features during porcine oocyte meiosis, such as the fall in bile acids, the active one-carbon metabolism and a progressive decline in nucleotide metabolism. Collectively, the current study not only provides a comprehensive multiple omics data resource, but also may facilitate the discovery of molecular biomarkers that could be used to predict and improve oocyte quality.

## 1 Introduction

There is a growing awareness that oocyte quality, which is tightly correlated with meiosis, is a key limiting factor in female fertility. In most mammals, oocytes initiate the early stages of meiosis during fetal development and remain arrested at the diplotene stage (germinal vesicle, GV) of meiotic prophase I around the birth (1). At puberty, stimulated by preovulatory endogenous LH surge, fully grown oocytes reinitiate meiosis, characterized by germinal vesicle breakdown (GVBD). Accompanying with spindle organization and chromosomes alignment, oocytes proceed through the meiosis I (MI) and remain arrested in metaphase II (MII) until fertilization occurs (2). The process from GV to MII is called ‘oocyte maturation’, which involves the integration of complex nuclear and cytoplasmic changes that are a prerequisite for successful fertilization and subsequent embryo development (3). A variety of metabolites and metabolism-related enzymes experience precisely programmed changes during oocyte meiotic maturation, playing critical roles in multiple cellular events. Oocyte quality reflects intrinsic developmental potential of oocytes, however, what constitutes oocyte quality or the mechanisms governing it deserve further investigation.

Reproduction is related with metabolic state of organism in female mammal animals. Well-balanced and timed energy metabolism is critical for optimal development of oocytes (4). Emerging evidence has indicated that maternal metabolic disorders such as obesity (5, 6), diabetes (7) and polycystic ovary syndrome (PCOS) (8) which may contribute to meiotic defects, organelle dysfunction and epigenetic alteration, have a major adverse effect on oocyte maturation and early embryo development, ultimately leading to subfertility and even infertility. In the past decade, metabolism of mammalian oocytes during *in vitro* maturation has been extensively studied. For instance, Han et al. (9) indicated that melatonin supplementation significantly ameliorates the quality of maternal obesity-induced poor oocytes by reducing excessive ROS and meiotic errors in oocytes from high-fat diet (HFD) mice. Moreover, exogenous supplementation of nicotinamide mononucleotide (NMN) is a possible approach to protect oocytes from advanced maternal age-related deterioration (10). Despite significant research effort focusing on the effects of extrinsic nutrients, the intrinsic control of oogenesis by intracellular metabolites and metabolic enzymes has received little attention (11).

Herein, we obtain a dynamic UPLC/MS-based metabolome profile of porcine oocytes upon meiotic maturation. In parallel, transcriptomic profiling was employed to bolster the metabolomic data, corporately depicting the characterization of metabolic patterns in porcine oocytes during maturation. The current study not only provides a comprehensive multiple omics data resource, but also makes a theoretical foundation for discovery of biomarkers in the prediction of oocyte quality.

## 2 Materials and methods

### 2.1 Ethics statement

All experiments were approved by the Animal Care and Use Committee of Nanjing Agriculture University and were performed in accordance with Animal Research Institute Committee guidelines.

### 2.2 Oocyte collection and culture

Porcine ovaries were collected from prepubertal gilts at a local slaughterhouse and transported to the laboratory within 2h in prewarmed physiologic saline supplemented with 800 IU/mL gentamicin. The contents of antral follicles (3–5 mm in diameter) were aspirated with 20-gauge needles. Only fully grown oocytes with an evenly granulated cytoplasm, surrounded by at least three uniform layers of compact cumulus cells, were selected for experiments. The pooled column oocyte complexes (COCs) were washed three times with maturation medium, which was a TCM199 based medium supplemented with 10% porcine follicular fluid (PFF), 10 ng/ml of epidermal growth factor (EGF), 10 IU/ml of PMSG, 10 IU/ml of HCG, 0.57 mM cysteine, 0.91 mM sodium pyruvate, 3.05 mM D-glucose, 75 mg/ml of penicillin and 50 mg/ml of streptomycin. A group of COCs were transferred to 4-well plates containing 500 μL of maturation medium covered with 200 μL mineral oil, and incubated at 38.5°C under 5% CO_2_ in 95% humidified air for *in vitro* maturation (IVM).

After a period of incubation, COCs were removed in medium containing 0.02% (w/v) hyaluronidase at 38.5°C for 5 min. The denuded oocytes were isolated from COCs by repeatedly pipetting and then collected for subsequent experiment after 3~4 rinses.

### 2.3 Metabolomics

Respectively *in vitro* mature for 0h, 22h, 46h, denuded oocytes isolated from COCs after 3~4 rinses by Dulbecco’s Phosphate Buffered Saline (DPBS). Samples (400 oocytes per sample, 5 replicates for each stage) were transferred to the bottom of Eppendorf tubes, rapidly frozen by liquid nitrogen and stored at −80°C. In order to extract metabolite, samples were thoroughly mixed with 200 μL of methanol/water (80/20, vol/vol) and vortexmixed, followed by homogenized using a mechanical homogenizer. After incubation on ice for 10 min, samples were centrifugated at 16,000g for 15 min at 4°C. Supernatant was transferred to concentrated and desiccated, prior to storage at -80°C until instrumental analysis.

Mass spectrometry analysis was performed using the UltiMate3000 high -performance liquid chromatography system coupled with the Q-Exactive mass spectrometer. Subsequent chromatographic separation was performed on a Hypersil GOLD C18 column (1.9 μm, 100 mm ×2.1 mm), with temperature at 40°C. The binary solvent system used was solvent A of acetonitrile containing 0.1% formic acid, and solvent B of water containing 0.1% formic acid, which was at a flow rate of 0.4 mL/min. A multistep gradient was used for the metabolites analysis. Briefly, the column mobile phase was held 1% mobile phase A for 3 min (t=3 min), followed by an increase to 99% in 7 min lasting for 5 min (t=15 min), and finally immediately reduced to 1% and held for 2 min (t=17 min).

MS data were collected by the high-resolution mass spectrometer equipped with an electrospray ionization source. The instrument was operated in both positive and negative electrospray ionization (ESI) modes in a mass range 70-1050 m/z with a resolution of 70,000 for MS detection. The metabolites were identified by the comparison of accurate mass and retention time with commercial standard compounds using the author-constructed library. All samples were analyzed in a randomized fashion to avert complications of the injection order. ‘‘R’’ (V2.15) was used to perform all statistical analysis. The Orthogonal Partial Least Squares Discriminant Analysis (OPLS-DA) was conducted by SIMCA-P software (V14.0; Umetrics AB, Umea, Sweden) to observe Intra-group repeatability and between-group difference. T test (p < 0.05) coupled with a variable importance in projection (VIP) analysis (VIP >1.00) were considered statistically significant. KEGG Mapper (V4.1) (https://www.genome.jp/kegg/) was used to identified metabolic pathway information.

### 2.4 Transcriptomics

COCs that were collected at 0h, 22h, 46h of IVM were stripped of cumulus cells in the same manner. The single-cell samples (20 oocytes per sample, 4 replicates for each stage) were removed in tubes with lysis buffer containing protease inhibitor and ribonuclease inhibitor. Then we carried out the amplification by the SMART-Seq2 method.

For cDNA synthesis, an Oligo-dT primer was used to the reverse transcription reaction, followed by PCR amplification to enrich the cDNA and magbeads purification step to clean up the production. Primer sequences used include: oligo-dTV: 5’-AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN-3’; Template Switching Oligo (TSO): 5’-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3’; ISPCR: 5’-AAGCAGTGGTATCAACGCAGAGT-3’. Then the cDNA concentration was preliminarily measured using Qubit^®^ 3.0 Flurometer and Agilent 2100 Bioanalyzer to ensure the expected production with length around 1~2kbp. For library preparation, the pooled and purified cDNA was fragmented by sonication and then converted to sequencing libraries according to the standard Illumina library preparation protocol, including DNA fragmentation, end repair, 3’ ends A-tailing, adapter ligation, PCR amplification and library validation. PCR primers included P5 PCR Primer (5’TGATACGGCGAOCACCGAG) and P7 PCR Primer (5’AAGCAGAAGACGGCATACGAG). Library preparation integrity was verified with PerkinElmer LabChip^®^ GX Touch and Step OnePlus™ Real-Time PCR System. After libraries were qualified, sequencing libraries were performed on the Illumina Hiseq platform for PE150 sequencing.

Raw reads were first subjected to quality control with FastQC (v0.11.9). Based on the evaluation of the raw data, Trim galore (v0.6.4) was then used to trim sequencing adapters and filter out low-quality reads. The clean data were next aligned to the swine reference genome (Sscrofa11) by STAR (v2.7.6a) (12), followed by gene expression quantification by HTSeq (v1.99.2) (13) for counts and RSEM (v1.3.3) (14) for FPKM values. Differential expression analysis was performed with count data using the DESeq2 (v1.30.1) (15) R package, and the genes with absolute fold change > 1.5 and adjusted P value < 0.05 were treated as differentially expressed genes (DEGs). Enrichment analysis of DEGs for Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was conducted by DAVID (v2022q1) (16), and significantly enriched GO terms and KEGG pathways were satisfied with p-value < 0.05. FPKM values were used to generate heatmaps in R (v4.0.4). For network reconstruction between genes and metabolites, we only considered DEGs and differentially expressed metabolites (DEMs) for the network reconstruction. In brief, we took the intersection of top 300 DEGs between any paired time points, and, similarly, the intersection of DEMs for correlation analysis. We kept the connection between genes and metabolites if the Pearson’s correlation coefficients were greater than 0.95. Finally, the network between genes and metabolites based on correlation analysis was visualized with Cytoscape (v3.7.1).

### 2.5 Statistical analysis

The profiling of statistics was performed by the software GraphPad Prism (V7.0) for Windows. Student’s t test was used to identify the differential metabolites and genes, and data are presented as means ± SD (standard deviation), unless otherwise stated. A p value less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 Metabolomic and transcriptomic profiling of porcine oocyte maturation

Although existing studies have identified several cellular pathways, we believe that the integrated profiling of metabolomics and transcriptomics contributes to a comprehensive insight of the metabolic dynamics as the oocytes progress through meiosis. Our previous study (17) has analyzed statistically the time-dependent nuclear maturation proportion of porcine oocyte during *in vitro* culture. About 96.3%, 89.2% and 73.2% of oocytes were at GV (0h), Pre-MI (24h), and MII (44h) stages, respectively. In the present study, we collected a great number of oocytes (totally 8,000 oocytes) isolated from cumulus-oocyte complexes (COCs) at three key time points (0h, 22h, 46h, **Figure 1A**). They were subjected to identification of intracellular metabolome using ultra-high-performance liquid chromatography-tandem high-resolution mass spectrometry (UHPLC-HRMS) (**Figure 1B**). A total of 441 metabolite components were detected, among which 197 differential metabolites were determined by the combination of a *t* test (p <0.05) and a variable importance in projection (VIP) analysis (VIP >1.00) (**Supplementary Table 1**). Scatted plots of orthogonal partial least-squares-discriminant analysis (OPLS-DA) clearly distinguished three groups, suggesting stage-dependent separation (**Figures 1C–E**). A heatmap was utilized to analyze and visualize the changes in metabolite level during meiotic maturation (**Figure 1F**). In order to extract significantly altered metabolic pathways, we mapped differentially expressed metabolites to Kyoto Encyclopedia of Genes and Genomes (KEGG), displaying the distinct metabolic patterns upon oocyte maturation. Generally, the levels of most amino acids and carbohydrate increased during meiotic maturation, whereas a notable reduction was observed in both lipid metabolites and nucleotides in the transition from GV to MII stage (**Figures 1F–H**).

**Figure 1:**
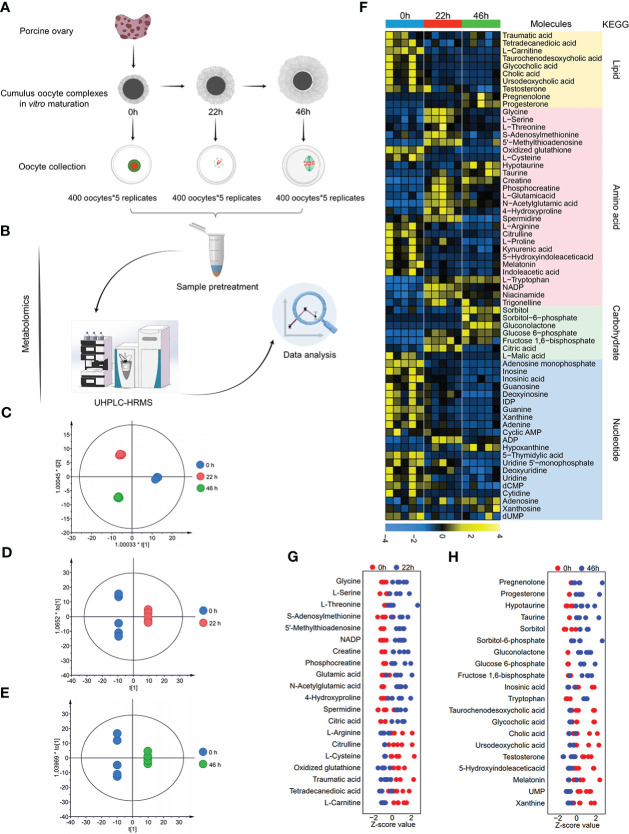
Metabolomic profiling of porcine oocyte maturation. **(A)** Collection of porcine oocytes cultured *in vitro* at key time points (0h, 22h, 46h). **(B)** Workflow for UPLC/MS-based metabolome profiling on porcine oocytes. **(C–E)** : OPLS-DA score plot for metabolomic datasets clearly distinguished oocyte samples from three time points. **(F)** Heatmap visualizing relative abundance of differential metabolites during porcine oocyte maturation, classified by metabolic pathway. **(G)** Z-score plots of 20 representative differential metabolites in oocytes *in vitro* cultured for 0h and 22h (meiotic resumption). **(H)** Z-score plots of 20 representative differential metabolites in oocytes *in vitro* cultured for 0 and 46h (meiotic maturation). Each color represents one phase, and each point represents one metabolite in one sample. The complete metabolomic data are available in **Supplementary Table 1**.

Gene transcription plays a crucial role in predicting and evaluating the dynamics of cellular processes during oocyte development. 

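Transcriptional profiling covered oocytes collected at 0h, 22h and 46h of in vitro maturation, with 4 replicates for each stage and 20 oocytes per sample, which makes 12 libraries. The oocytes were stripped of cumulus cells, and their RNA was amplified by the SMART-Seq2 method from an oligo-dT primer, which starts cDNA at the poly(A) tail. The authors aligned the trimmed reads to the swine reference genome with STAR and quantified each gene with RSEM as FPKM, that is as fragments relative to transcript length and to the fragments of the library. For differential expression the paper used counts from HTSeq with DESeq2. No counts were at hand, so that test could not be repeated. The description deposited with the data gives the middle time point as 24h in its text, whereas the sample labels and the paper give 22h, which is used here. Each library lists 31908 genes by Ensembl identifier, and 14275 of these are at 0 in every library. The number of reads behind each library is unknown, since FPKM values carry no counts, so no counting interval or detection floor is given. Total FPKM ranged from 697468 to 782309 at 0h (median 737765), from 704433 to 773648 at 22h (median 753269) and from 779556 to 802184 at 46h (median 796489). Genes with at least 1 FPKM numbered 6939 to 7895 at 0h, 6682 to 7135 at 22h and 5819 to 6076 at 46h. The 13 mitochondrially encoded protein genes took 1.79% to 3.77% of total FPKM at 0h, 8.06% to 12.0% at 22h and 12.8% to 16.7% at 46h. These shares enter the scaling, because FPKM is relative to the library. For all comparisons, log2(FPKM + 1) was fitted with limma over the 12 libraries with the stage as the only factor. Fold changes from this fit are those of FPKM + 1, which for genes near or below 1 FPKM are smaller than those of FPKM. The fit covered the 7013 genes with a mean of at least 1 FPKM. All limma tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested. Genes with a mean under 1 FPKM are given with their FPKM values and an exact two-sided permutation test of log2(FPKM + 1), whose smallest possible p for 4 against 4 libraries is 0.0286. Errors of FPKM values are SD over the 4 libraries of a stage.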

To explore the expression of the enzymes related to metabolism, we simultaneously conducted transcriptional profiling of oocytes at three stages mentioned above (**Figure 2A**). Principal Component Analysis (PCA) clearly showed stage-dependent separation of the three oocyte groups (**Figure 2B**). 

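The share of the variation of log2(FPKM + 1) that lay between the 3 stages was 82.3% over the 7013 genes tested. No other way to part the 12 libraries into 3 groups of 4 gave as large a share (exact one-sided permutation test over all partitions, p = 0.000173, the smallest they can give), and the next largest share was 75.5%. Component 1 of gene-centred values held 74.2% of the variance and component 2 held 9.65%. On component 1 the 46h libraries lay between 73.0 and 74.8, the 22h libraries between -27.3 and -4.17 and the 0h libraries between -70.0 and -47.9. The share of component 1 moved most when each gene was scaled to unit variance and no filter was placed on low values, to 32.3%, with 14.1% for component 2. With unit variance and the filter kept, component 2 held 18.1%. The stages remained the best of all partitions with no filter and unit variance, with 41.9% of the variation between them. Replicate 4 of 0h correlated least with the other 0h libraries (r from 0.934 to 0.970), and without it the share between stages was 85.2%. From the plot of the components, the paper states a separation of the oocyte groups by stage.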

Changes in gene transcript abundance were assessed by differential expression analysis, and of the 31,908 genes identified, 2,686 exhibited significant alterations, based on p<0.05 couple with |log2(foldchange)| >0.59 (**Figures 2C, D** and **Supplementary Table 2**). 

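The thresholds of the paper's methods are an adjusted p-value under 0.05 and a fold change over 1.5. The paper set them on counts with DESeq2, whereas here they were set on log2(FPKM + 1) with limma. Past these thresholds there were 1873 genes at 22h against 0h, of which 550 were higher and 1323 lower. Between 22h and 46h there were 2975 genes, of which 692 were higher and 2283 lower. Between 0h and 46h there were 3922 genes, of which 1179 were higher and 2743 lower. Altogether 4470 genes passed in at least 1 of the 3 comparisons and 944 passed in all 3. With the unadjusted p and the |log2 fold change| of 0.59 that the paper's results text words, 2077, 3077 and 3951 genes passed in the same order.
The split into higher and lower genes depended on how the libraries were scaled. At 46h against 0h the share of higher genes among those past the thresholds was 30.1% with FPKM as deposited, 25.6% with TPM, 46.9% with median-of-ratios scaling and 61.7% with quantile normalization. At 46h against 22h it was 23.3%, 17.2%, 44.0% and 59.5% in that order. At 22h against 0h it was 29.4% as deposited, 39.5% with TPM without mitochondrially encoded genes and 48.2% with quantile normalization. The median log2 fold change of all genes tested at 46h against 0h was -0.25 as deposited, -0.35 with TPM, 0.06 with median-of-ratios scaling and 0.37 with quantile normalization, and changes of single genes are relative to that shift. Of the 3922 genes at 46h, 3491 also passed with median-of-ratios scaling and 2959 with quantile normalization. Without replicate 4 of 0h, 862 genes in place of 550 were higher at 22h.

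**Figure D1:**
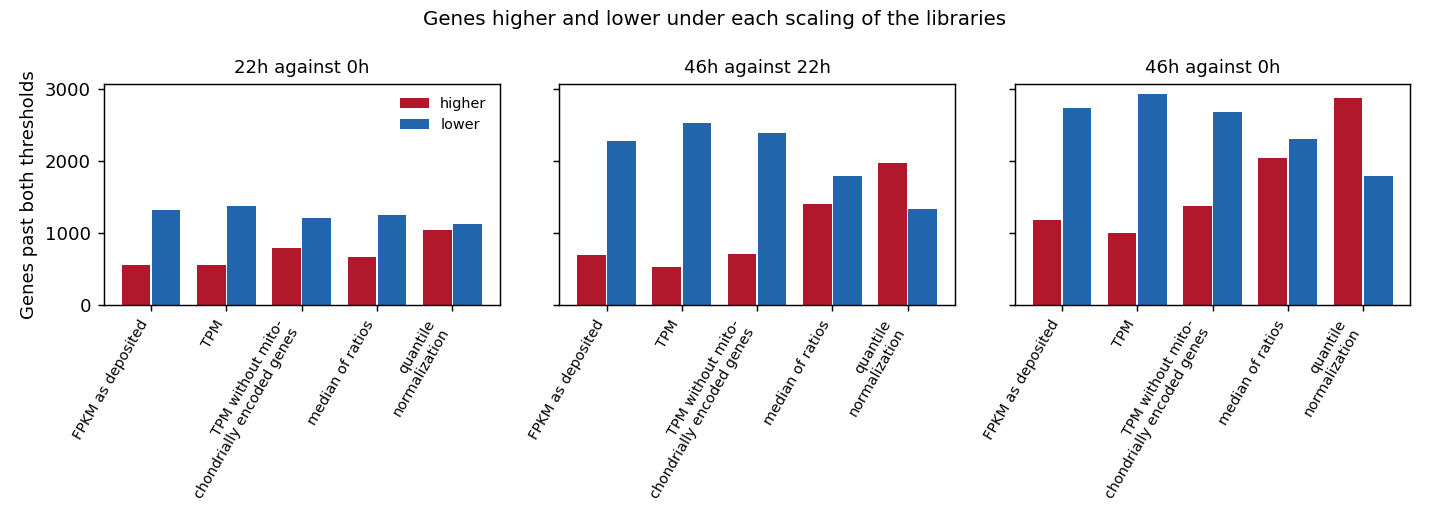
Number of genes past both thresholds (vertical axis) for each comparison of stages and each scaling of the libraries (horizontal axis), with higher genes in red and lower genes in blue. The higher genes at 46h against 0h rise from 1179 with FPKM as deposited to 2877 with quantile normalization.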

Gene Ontology (GO) and KEGG pathway enrichment analyses were conducted for differential expression genes, exhibiting a significant enrichment for numerous gene categories critical for metabolic pathways (**Supplementary Figures 1A, B**). Differentially expressed genes were mapped to KEGG metabolic pathways, and 9 significantly altered pathways were uncovered, involving metabolism of bile acid, tryptophan, purine and pyrimidine, and etc. (**Supplementary Figures 1C–I**). Collectively, by integrating metabolomics and transcriptomics, we have provided a broad picture of global metabolic characteristics and dynamic changes in different pathways during porcine oocyte maturation.

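The paper's enrichment used annotation tables that are not used here. In their place, 17 lists of genes were compiled by hand, 12 of them for metabolic pathways, and each was tested with camera of limma against all other genes tested. The bile acid list had 1 gene tested and was left out. None of the 11 metabolic lists tested passed an adjusted p of 0.05, with adjusted p from 0.519 to 0.919 at 22h against 0h and from 0.432 to 0.866 at 46h against 0h. The unadjusted p-values of these 11 lists were under 0.05 in 0 cases in either comparison. In that last comparison, the lists passing were the mitochondrially encoded proteins, which were higher, and the nuclear-encoded respiratory chain and cytosolic ribosomal proteins, which were lower. The same 3 lists passed at 22h against 0h. All 3 also passed in both comparisons with fry, a rotation test, and none passed with an estimated inter-gene correlation. With fry, 9 of the 11 metabolic lists also passed at 46h against 0h. That test asks whether a list moves in a common direction and does not compare it with other genes, so a shift of all genes enters it.
The paper draws 55 genes of these pathways with a direction, of which 52 were matched by name and 41 were tested. For the 46h oocytes against 0h, 22 of the 41 passed both thresholds, 21 of them in the direction the paper gives. The exception was GCLC, which the paper gives as higher at 22h. At 22h against 0h, 15 of the 41 passed, each in the paper's direction. Adjusted over the list alone, 27 genes had an adjusted p under 0.05 at 46h and 25 at 22h, against 27 and 20 over all genes tested. The paper chose the genes on these libraries, so the former is not independent evidence.

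**Figure D2:**
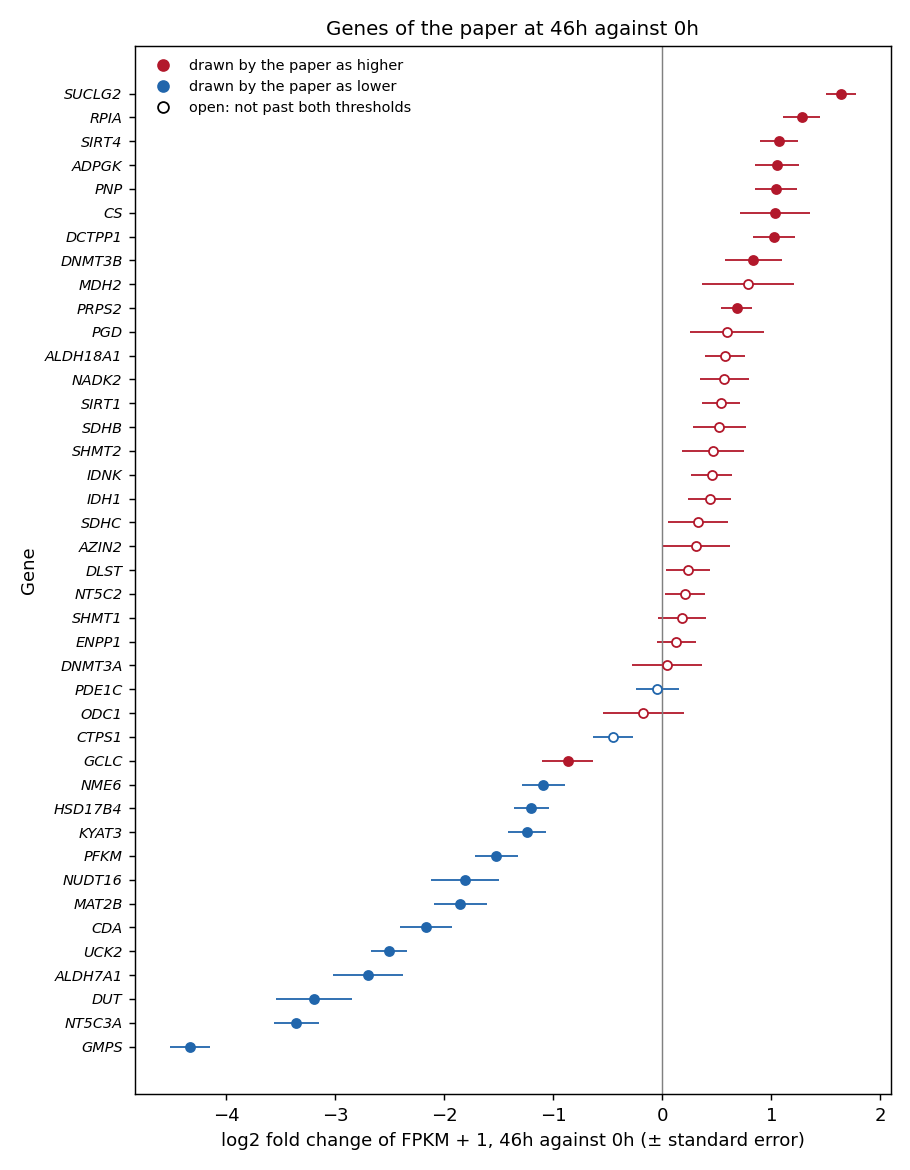
Log2 fold change of FPKM + 1 at 46h against 0h with its standard error (horizontal axis) for the 41 genes tested (vertical axis), coloured by the direction the paper gives at the time of its claim. Filled points passed both thresholds, and GCLC is the filled point that lies on the other side.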

**Figure 2:**
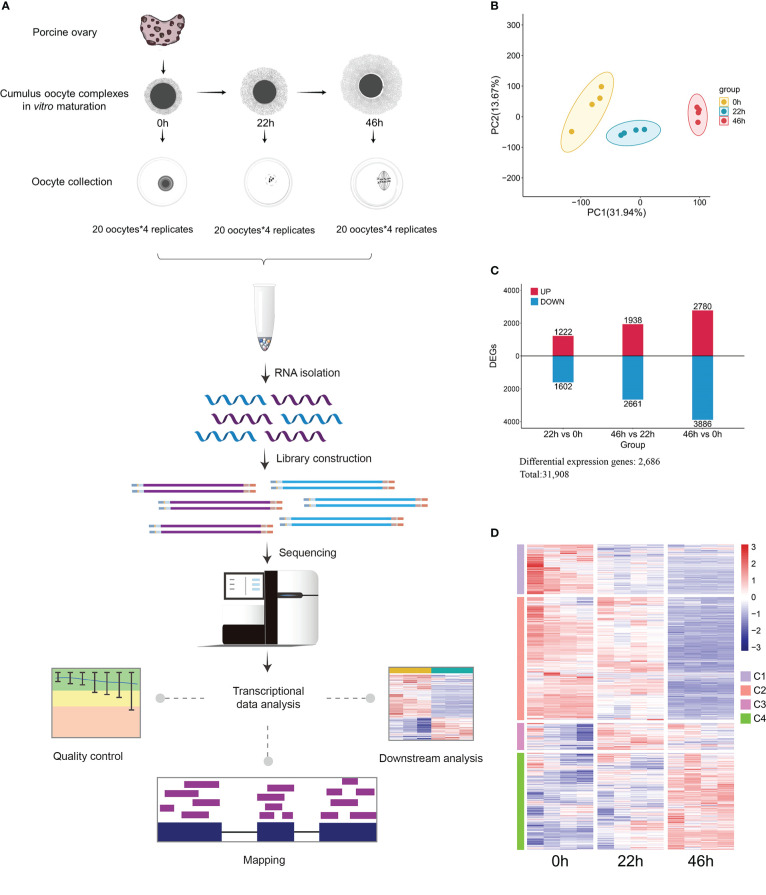
Transcriptomic profiling of porcine oocyte maturation. **(A)** Schematic overview of the workflow for transcriptome profiling in oocytes. **(B)** PCA plot for transcriptomic datasets separating 0h, 22h, and 46h oocyte samples. **(C)** Bar chart showing the up-regulated and down-regulated DEGs. **(D)** Heat map of hierarchical clustering of 2,686 differentially expressed genes from porcine oocytes cultured *in vitro* at key time points.

### 3.2 Lipid metabolism during oocyte maturation

The dynamic characteristics of lipid metabolism during porcine oocyte maturation were poorly defined. As shown in **Figure 1F**, temporal metabolome profiles clearly displayed the alternations in level of lipid metabolites as the oocytes progress through meiosis, with enrichment primarily in fatty acid beta-oxidation (**Figure 3**) and metabolism of bile acid (**Supplementary Figure 2**) and steroid hormones (**Supplementary Figure 3**). The content of lipid metabolites involved in fatty acid beta-oxidation (i.e., traumatic acid, tetradecanedioic acid, carnitine, **Figures 3A–C**) declined dramatically during meiotic resumption, whereas the abundance of bile acid and steroid hormones metabolism-related products (i.e., cholic acid, glycocholic acid, ursodeoxychoic acid, testosterone, and progesterone, **Supplementary Figures 2** and **3**) displayed a notable reduction in MII oocytes compared to GV oocytes. Such the dynamic change of lipid-related products might play a vital role in nutrient adjustment, hormone regulation, and cellular homeostasis (18).

**Figure 3:**
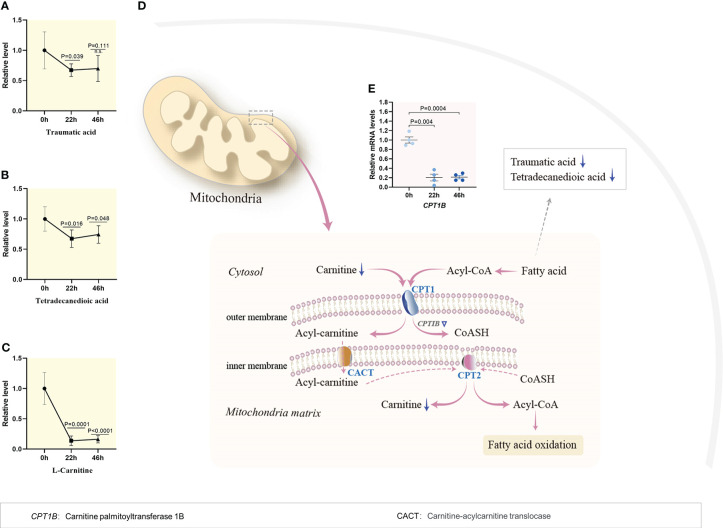
Reduced fatty acid beta oxidation during meiotic resumption. **(A–C)** Relative levels of metabolites related to fatty acid oxidation in oocytes at three time points. **(D)** Schematic diagram of carnitine shuttle system and utilization of fatty acid during porcine oocyte maturation, derived from metabolomics and transcriptomics. Metabolites decreased in oocytes during meiotic resumption are indicated by bold blue arrows. Differential expression genes decreased are indicated by blue triangles **(E)** Dynamic changes in the relative level of *CPTIB* during meiotic maturation. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

#### 3.2.1 Reduced fatty acid beta oxidation during meiotic resumption

Fatty acids are indispensable as substrates for energy production and the synthesis of most lipids. Once inside the outer mitochondrial membrane, the long chain acyl-CoA combines with carnitine and converts to acylcarnitine, which is catalyzed by carnitine palmitoyl transferase 1 (CPT1). Through a carnitine-acylcarnitine translocase (CACT), acylcarnitine couriers across the inner mitochondrial membrane, where carnitine is removed by carnitine palmitoyl transferase II (CPT2), and the acyl-CoAs enters the fatty acid oxidation pathway to produce ATP. Of note, metabolomic profiling revealed that the content of fatty acids declined during meiotic resumption (**Figures 3A, B**), and simultaneously, the carnitine level experienced a significant decline by 83% (**Figure 3C**). 

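CPT1B encodes the muscle form of carnitine palmitoyltransferase 1 and is listed as ENSSSCG00000022364 on chromosome 5 of Sscrofa11 from 155552 to 163536. Its level was 0.27 ± 0.0356 FPKM (SD, n = 4) at 0h, 0.0525 ± 0.0427 FPKM at 22h and 0.0575 ± 0.0206 FPKM at 46h. All 4 libraries of 0h lay above all 4 of 22h (exact two-sided permutation test, p = 0.0286). These levels are far below the filter of 1 FPKM, so CPT1B was not part of the fit over all genes. The other members of the family were no more abundant. CPT1A was listed at 0 in all 12 libraries, and CPT1C was at 0.04 ± 0.0327 FPKM at 0h and 0.0325 ± 0.0427 FPKM at 22h.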

Consistent with this observation, the mRNA level of carnitine palmitoyltransferase 1, markedly decreased during meiotic resumption based on transcriptomic data (**Figures 3D, E**). Du et al. showed that removal of lipid droplets from porcine oocytes does not significantly affect the developmental rates of blastocysts (19). Collectively, these findings indicate that the activity of fatty acid β-oxidation pathway is suppressed during porcine oocyte maturation.

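The 16 genes tested of the fatty acid beta-oxidation list had a median log2 fold change of -0.03 at 22h against 0h, with 8 genes higher and 8 lower. Its median at 46h was -0.51, again with 8 genes higher and 8 lower (adjusted p = 0.866, camera). The median at 46h was 0.19 with quantile normalization, so the direction of the list depended on the scaling. CPT2, which acts at the inner membrane, was 4.36 ± 1.57 FPKM at 0h and 5.13 ± 0.689 FPKM at 22h. It then fell to 1.42 ± 0.523 FPKM at 46h, a log2 fold change of -1.12 against 0h (standard error 0.221, adjusted p = 0.00048). With quantile normalization this change was -0.43 and did not pass. SLC25A20, the gene of the translocase, rose from 4.99 ± 1.39 FPKM at 0h to 11.4 ± 2.41 FPKM at 46h, a log2 fold change of 1.06 (adjusted p = 0.00267). From the declines of fatty acids, carnitine and the transferase, and from the removal of lipid droplets in another study, the paper concludes that the activity of the beta-oxidation pathway is suppressed.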

#### 3.2.2 Diminished activity of Bile Acid Biosynthesis during Maturation

In mammals, the products of cholesterol metabolism mainly are bile acids, steroid hormones and their derivatives (20–22). Bile acids are increasingly being appreciated as complex metabolic integrators and signaling factors (23). Interestingly, our metabolomic analysis revealed that levels of metabolites involved in bile acid metabolism exhibited the dramatic changes during porcine oocyte maturation. In specific, the abundance of cholic acid, glycocholic acid, ursodeoxychoic acid, and taurochenodeoxycholic acid was subjected to decrease by around 90% in matured oocytes as compared to GV oocytes (**Supplementary Figures 2A–E**). Moreover, the mRNA level of *HSD17B4*, which encoded 17β-hydroxysteroid dehydrogenase type 4 in the primary bile acid biosynthesis pathway, also experienced the significant downregulation accompanying with oocyte maturation (**Supplementary Figure 2F**), indicative of the diminished activity of bile acid biosynthesis.

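HSD17B4, listed as ENSSSCG00000028431 on chromosome 2 of Sscrofa11 from 123313445 to 123401386, was 20.7 ± 3.97 FPKM (SD, n = 4) at 0h, 14.2 ± 1.17 FPKM at 22h and 8.35 ± 0.768 FPKM at 46h. The log2 fold change at 46h against 0h was -1.20 (standard error 0.158, adjusted p = 1.30e-05). At 22h it was -0.49, with an adjusted p of 0.0287 but a fold change under 1.5, which it passed without replicate 4 of 0h, at -0.60. With quantile normalization the change at 46h was -0.58 and no longer passed the fold-change threshold. From this decrease and that of the bile acids, the paper proposes a diminished activity of bile acid biosynthesis.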

#### 3.2.3 Elevated levels of steroid hormones in meiotic porcine oocytes

Pregnenolone, as the common steroidal precursor molecule, mediates a wide variety of vital developmental and physiological functions. Accumulated evidence has suggested that cumulus cells, stimulated by follicle-stimulating hormone (FSH), luteinizing hormone (LH), or both, give rise to steroid hormones, especially progesterone, which is integral to meiotic maturation of porcine oocytes (24, 25). Here, we found that the abundance of pregnenolone and progesterone underwent a remarkable increase (pregnenolone: ~25-fold; progesterone: ~40-fold) in maturing oocytes (**Supplementary Figures 3A, B**). Interestingly, the metabolomic data showed the significantly decreased levels of testosterone in MII oocytes (**Supplementary Figure 3C**). 

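HSD17B2, HSD17B3 and HSD11B1L encode hydroxysteroid dehydrogenases and had mean levels under 1 FPKM over the 12 libraries. HSD17B2 was 1.13 ± 0.926 FPKM (SD, n = 4) at 0h and 0.338 ± 0.489 FPKM at 22h, with overlapping libraries (exact two-sided permutation test, p = 0.143), and was listed at 0 at 46h. HSD17B3 was 0.395 ± 0.0843 FPKM at 0h and 0.065 ± 0.13 FPKM at 22h (exact test, p = 0.0286), and was also listed at 0 at 46h. That p became 0.0571 when any one library of 0h was left out, with all 0h libraries still above those of 22h. At 22h replicate 1 alone had a value above 0 for this gene. HSD11B1L was 0.642 ± 0.357 FPKM at 0h and 0.395 ± 0.153 FPKM at 22h, a difference within the spread of the replicates (exact test, p = 0.314), and 0.138 ± 0.0506 FPKM at 46h (exact test against 0h, p = 0.0286). STS is not analysed here, as no identifier was matched to it. The 8 genes tested of the steroid hormone list had a median log2 fold change of -0.19 at 22h and -0.17 at 46h against 0h (adjusted p = 0.791 and 0.866, camera). With median-of-ratios scaling the median at 46h was 0.08.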

Of note, the mRNA levels of *HSD17B2, HSD17B3, HSD11B1L* and *STS* were all decreased as the oocytes enter meiosis (**Supplementary Figures 3D–H**), indicating that increased abundance of pregnenolone and progesterone may be due to the downregulation of related pathways in oocyte during maturation. Altogether, the results imply that the elevated pregnenolone and progesterone might play essential roles in controlling meiotic maturation of porcine oocytes.

### 3.3 Diverse metabolic characteristics of amino acid during oocyte maturation

Amino acids play important roles in the metabolism of all organisms, including protein synthesis, energy production (26), organic osmolytes (27), and intracellular buffer (28). Nevertheless, very little is known about metabolic dynamics of amino acids during porcine oocyte maturation. A combined metabolome and transcriptome analysis of porcine oocyte reveals the diverse characteristics of amino acid metabolism during maturation (**Figures 4**–**6**; **Supplementary Figure 4**), reflecting the sophisticated and fine-tuned regulation in oocytes. Four metabolic pathways significantly changed in meiotic oocytes were presented below.

**Figure 4:**
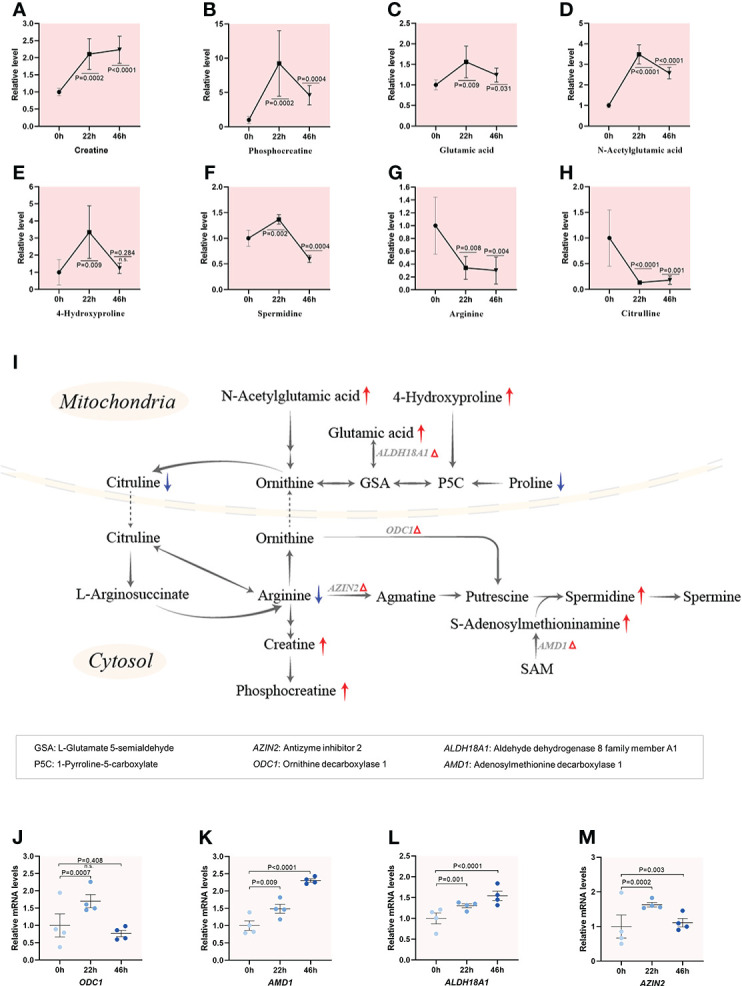
Enhanced catabolism of arginine and proline during meiotic resumption.**(A–H)** Relative levels of metabolites involved in arginine and proline metabolism in oocytes at three time points. **(I)** Schematic diagram of arginine and proline metabolism during meiotic resumption, based on metabolomics and transcriptomics. The red and blue arrows denote the metabolites that were upregulated and downregulated, respectively. Differential expression genes increased are indicated by red triangles. **(J–M)** Relative levels of differential expression genes related to arginine and proline metabolism during meiotic resumption. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

#### 3.3.1 Enhanced catabolism of arginine and proline during meiotic resumption

Proline can be converted to citrulline in mitochondria, and then citrulline is transported to the cytosol, where serves as a precursor for synthesis of arginine. Arginine can be further metabolized to produce creatine and polyamines, thus constituting a quantitatively minor pathway for polyamine synthesis in mammals (29). Temporal metabolome profiles exhibited that 6 (i.e., creatine, phosphocreatine, glutamic acid, acetylglutamic acid, 4-hydroxyproline, spermidine) out of 8 key components of arginine and proline metabolism we detected showed the significant accumulation upon meiotic resumption (**Figures 4A–F**). In striking contrast, the levels of both arginine and proline were drastically decreased when oocyte enter meiosis (**Figures 4G, H**). Furthermore, the expression of those differential expression genes (*ODC1*, *AMD1*, *ALDH18A1* and *AZIN2*) responsible for arginine/proline metabolism were all upregulated during oocyte maturation (**Figures 4I–M**). Such a metabolic flux strongly indicates the enhanced catabolism of arginine and proline during porcine oocyte meiosis. 

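ODC1 was 154 ± 103 FPKM (SD, n = 4) at 0h, 263 ± 58.4 FPKM at 22h and 118 ± 28.6 FPKM at 46h. Its log2 fold change was 0.98 at 22h (standard error 0.37, adjusted p = 0.0587, limma) and -0.17 at 46h (adjusted p = 0.701), both against 0h. The spread at 0h came from replicate 4, at 300.3 FPKM, and without it the changes were 1.37 at 22h, which passed, and 0.22 at 46h. AZIN2 rose from 24.0 ± 16.1 FPKM at 0h to 39.2 ± 3.23 FPKM at 22h, a log2 fold change of 0.87 (adjusted p = 0.0470), and was 26.7 ± 5.85 FPKM at 46h, with no change past the thresholds. The call of AZIN2 at 22h was lost when any one library other than replicate 4 of 0h was left out, with changes between 0.62 and 0.90. ALDH18A1 rose from 5.95 ± 1.56 FPKM at 0h to 7.76 ± 0.571 FPKM at 22h and 9.19 ± 1.33 FPKM at 46h. Its change at 46h was 0.57 on the log2 scale (adjusted p = 0.0131), which is under the fold-change threshold, and it passed with median-of-ratios scaling at 0.93. AMD1 is not analysed here. The 13 genes tested of the arginine and proline list had a median log2 fold change of 0.26 at 22h, with 9 genes higher, and of 0.36 at 46h, with 8 genes higher (adjusted p = 0.791 and 0.432, camera).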

A series of findings have demonstrated that metabolism of arginine and proline plays important roles in cellular signaling regulation (30), synthesis of polyamines (31), as well as antioxidative reactions (32).

#### 3.3.2 Active one-carbon metabolism in porcine oocytes

Serine donates the carbon atom to tetrahydrofolate (THF), initiated by serine hydroxymethyltransferase (SHMT), forming glycine and 5,10-methylene-THF, which starts the folate cycle. Methyl groups derived from one-carbon metabolism are transmitted into homocysteine to perform methionine cycle (33). Metabolomic analysis revealed that the levels of metabolites that participate in one-carbon metabolism were all elevated upon meiotic resumption, and then reduced in maturing oocytes (**Figures 5A–E**). For instance, 8-fold and 1.5-fold increase in methylthioadenosine (MTA) involved in methionine cycle, and S-adenosylmethionine (SAM), a methyl group donor in many biochemical reactions, were observed, respectively. The transsulfuration pathway results in the transfer of the sulfur atom from methionine to serine to synthesize cysteine, a key constituent of the powerful antioxidant molecule glutathione (GSH) synthesis (2) and taurine metabolism. In line with this notion, we observed the altered content of NADP and oxidized glutathione during meiotic resumption (**Figures 5F–H**). The alternations in γ-glutamyl cycle could, at least in part, be attributed to maintaining the appropriate NADPH/NADP^+^ ratio as well as cellular redox homeostasis (34). In addition, cysteine dioxygenase 1 (CDO1) converts cysteine to sulfinoalanine, which can be further converted to hypotaurine for taurine production (35). A progressive increase was observed for both hypotaurine (~5-fold) and taurine (~75-fold) during maturation, implying active taurine metabolism (**Figures 5I, J**). Correspondingly, transcriptome profiling data also identified a ~2-fold increase in 6 out of 8 genes related with the pathways mentioned above during meiotic resumption (**Figures 5K–S**). 

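Of the genes of Figures 5K–S, 7 were matched by name, and 5 of these had a higher mean at 22h than at 0h. SHMT1 rose from 1.71 ± 0.613 FPKM (SD, n = 4) at 0h to 3.68 ± 1.56 FPKM at 22h, a log2 fold change of 0.76 (standard error 0.222, adjusted p = 0.0177). Replicate 3 of 22h, at 6.01 FPKM, carried part of this rise, and without it the change was 0.55 and did not pass, nor did it without replicate 1 of 0h, at 0.69. The remaining 4 did not pass both thresholds at 22h. SHMT2 changed by 0.68 on the log2 scale (adjusted p = 0.0859), DNMT3A by 0.81 (adjusted p = 0.0665), DNMT3B by 0.66 (adjusted p = 0.0711) and GCLC by 0.36 (adjusted p = 0.254). Without replicate 4 of 0h, SHMT2, DNMT3A and DNMT3B passed, with changes of 1.00, 1.11 and 0.82. They also passed with median-of-ratios scaling. At 46h DNMT3B was higher than at 0h by a log2 fold change of 0.84 (adjusted p = 0.0122) and passed. GCLC was lower at 46h by a log2 fold change of -0.87 (adjusted p = 0.00504), which did not pass with median-of-ratios scaling at -0.48. MAT2B fell from 136 ± 40.7 FPKM at 0h to 55.9 ± 12.8 FPKM at 22h, a log2 fold change of -1.24 (adjusted p = 0.00165). AHCYL1 was under 1 FPKM, at 0.42 ± 0.243 FPKM at 0h and 0.0975 ± 0.0457 FPKM at 22h (exact two-sided permutation test, p = 0.114).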

One-carbon metabolism encompasses a complicated metabolic network and generates diverse outputs that can be subdivided into different specific systems, including the methionine salvage, methionine cycle, transsulfuration pathway, γ-glutamyl cycle and taurine metabolism. The output metabolites of one-carbon metabolism participate in synthesis of proteins, purine and pyrimidine nucleotides, phospholipids, as well as in the control of cellular epigenetic landscape *via* DNA and histone methylation (36). Collectively, integrated analysis of metabolomic and transcriptomic profiling reveals the active one-carbon metabolism during meiotic resumption in porcine oocytes.

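Over the 23 genes tested of the one-carbon list, the median log2 fold change at 22h against 0h was 0.13, with 16 genes higher and 7 lower (adjusted p = 0.519, camera). By 46h it was 0.04, with 13 genes higher and 10 lower (adjusted p = 0.632). From the metabolites and the genes drawn in Figure 5, the paper concludes that one-carbon metabolism is active at meiotic resumption.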

**Figure 5:**
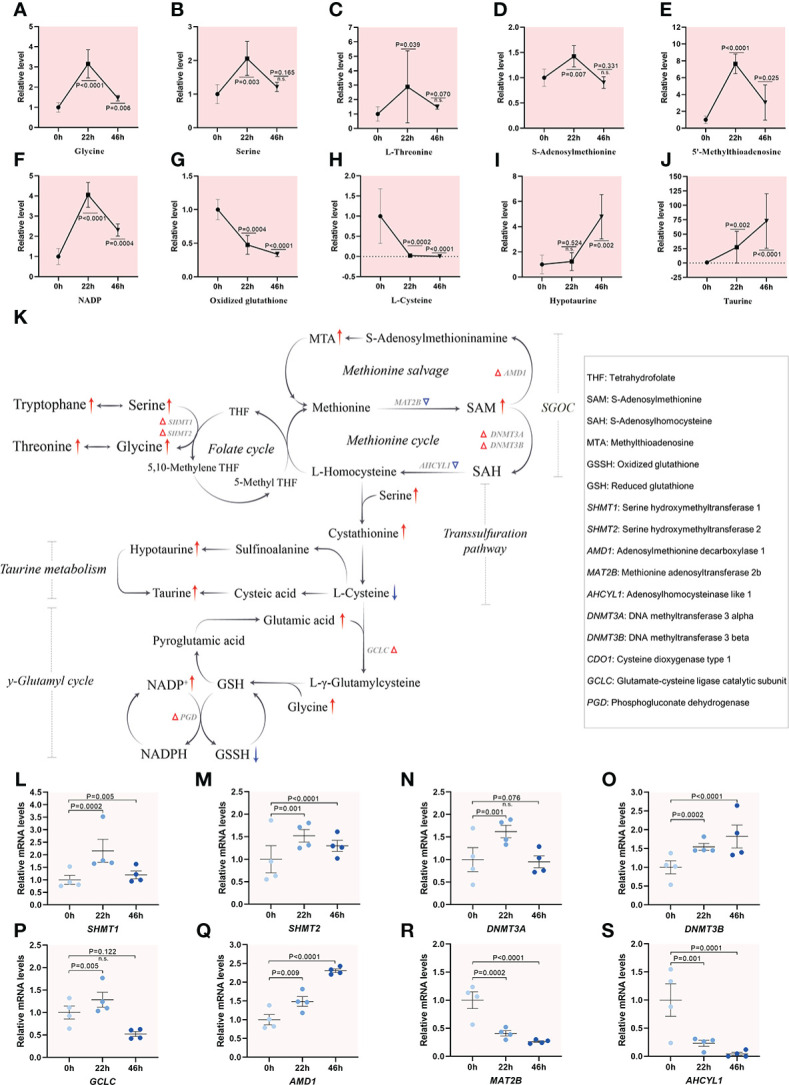
Active one-carbon metabolism in porcine oocytes. **(A–J)** Relative levels of metabolites related to one-carbon metabolism in oocytes at three time points. **(K)** Overview of the metabolic processes of one-carbon metabolism in porcine oocytes upon meiotic resumption, derived from metabolomics and transcriptomics. The red and blue arrows denote the metabolites that are upregulated and downregulated, respectively. Differential expression genes increased and decreased are indicated by red and blue triangles, respectively. **(L–S)** Relative levels of representative genes involved in inputs and outputs of one-carbon metabolism during meiotic resumption. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

#### 3.3.3 Tryptophan utilization during meiotic maturation

Beyond its role in as a building block of proteins, tryptophan undergoes two metabolic routes: retaining the indole ring or breaking the indole ring to form kynurenine, giving rise to a complex metabolic pathways (37). Interestingly, all bioactive indole compounds displayed a notable decrease during oocyte maturation. For instance, the levels of indoleacetic acid, melatonin and 5-hydroxy indoleacetic acid decreased gradually as the oocytes progress through meiosis, suggesting an overall decrease in metabolic activity (**Figures 6A–C**). On the other hand, the majority of free tryptophan is metabolized along the kynurenine pathway, which is converted to quinolinic acid and nicotinamide adenine dinucleotide (NAD^+^) under normal conditions. The level of kynurenic acid, a product of kynurenine metabolism, also displayed reduction in mature oocytes (**Figure 6D**). Remarkably, ~4-fold and ~2-fold increases during oocyte maturation were observed for both NADP^+^, the phosphorylated form of NAD^+^ through NAD kinase (NADK), and nicotinamide that catalyzed by Sirtuins in NAD salvage pathway (**Figures 6E–G**). 

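The enzymes drawn on the way to the indole compounds are MAOA, ALDH2 and ALDH7A1. ALDH7A1, listed as ENSSSCG00000014247 on chromosome 2 of Sscrofa11 from 129663226 to 129709728, was 33.0 ± 17.2 FPKM (SD, n = 4) at 0h, 36.3 ± 13.4 FPKM at 22h and 3.76 ± 0.513 FPKM at 46h. The log2 fold change at 46h against 0h was -2.70 (standard error 0.324, adjusted p = 5.14e-06), and at 22h it was 0.21 (adjusted p = 0.641). ALDH2 had a mean under 1 FPKM over all libraries, with 0.978 ± 0.3 FPKM at 0h, 1.29 ± 1.01 FPKM at 22h and 0.255 ± 0.263 FPKM at 46h, where 1 library reached 0.64 FPKM (exact two-sided permutation test against 0h, p = 0.0571). KYAT3, which makes kynurenic acid, fell from 2.94 ± 0.797 FPKM at 0h to 0.66 ± 0.272 FPKM at 46h, a log2 fold change of -1.24 (adjusted p = 2.37e-05), and with quantile normalization its change of -0.53 did not pass. MAOA is not analysed here. The 8 genes tested of the tryptophan list had a median log2 fold change of 0.07 at 22h and -0.69 at 46h (adjusted p = 0.919 and 0.866, camera), and with quantile normalization the latter was 0.01.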

Consistent with these metabolic alternations, the mRNA levels of the enzymes responsible for biosynthesis of indole compounds were downregulated during oocyte maturation accordingly (**Figures 6H–J**). However, the mRNA levels of *NADK2*, *ENPP1*, *SIRT1* and *SIRT4* were elevated during meiotic maturation (**Figures 6K–O**), indicative of active NAD synthesis. 

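SIRT4 rose from 3.71 ± 0.767 FPKM (SD, n = 4) at 0h to 8.79 ± 0.409 FPKM at 46h, a log2 fold change of 1.07 (standard error 0.175, adjusted p = 0.0001). SIRT1 was 4.65 ± 1.16 FPKM at 0h and 7.10 ± 1.01 FPKM at 46h. Its log2 fold change of 0.54 had an adjusted p of 0.0153 but lay under the fold-change threshold, which it passed with a pseudocount of 0.1, at 0.63. NADK2 rose by 0.57 on the log2 scale, from 1.85 ± 0.697 FPKM at 0h to 3.27 ± 1.27 FPKM at 46h (adjusted p = 0.0383), likewise under that threshold. With a pseudocount of 0.1 its change was 0.79 and passed. ENPP1 was 1.18 ± 0.378 FPKM at 0h and 1.38 ± 0.305 FPKM at 46h, a difference within the spread of the replicates (log2 fold change 0.13, adjusted p = 0.544). AFMID, at 0.62 ± 0.168 FPKM at 0h and 1.01 ± 0.388 FPKM at 46h, overlapped between the stages (exact two-sided permutation test, p = 0.171). The 14 genes tested of the NAD list had a median log2 fold change of 0.01 at 22h and 0.02 at 46h (adjusted p = 0.919 and 0.432, camera). From the metabolites and these transcripts, the paper proposes active NAD synthesis.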

Considerable evidence has accumulated that NAD^+^ and NADP^+^ may be among the fundamental common mediators of various biological processes, including energy metabolism, epigenetics, and disease states (38, 39). Altogether, integrated profilings highlighted the different flux of tryptophan during porcine oocyte maturation, revealing the suppressed biosynthesis of indole compounds and the enhanced NAD *de novo* synthesis pathway.

**Figure 6:**
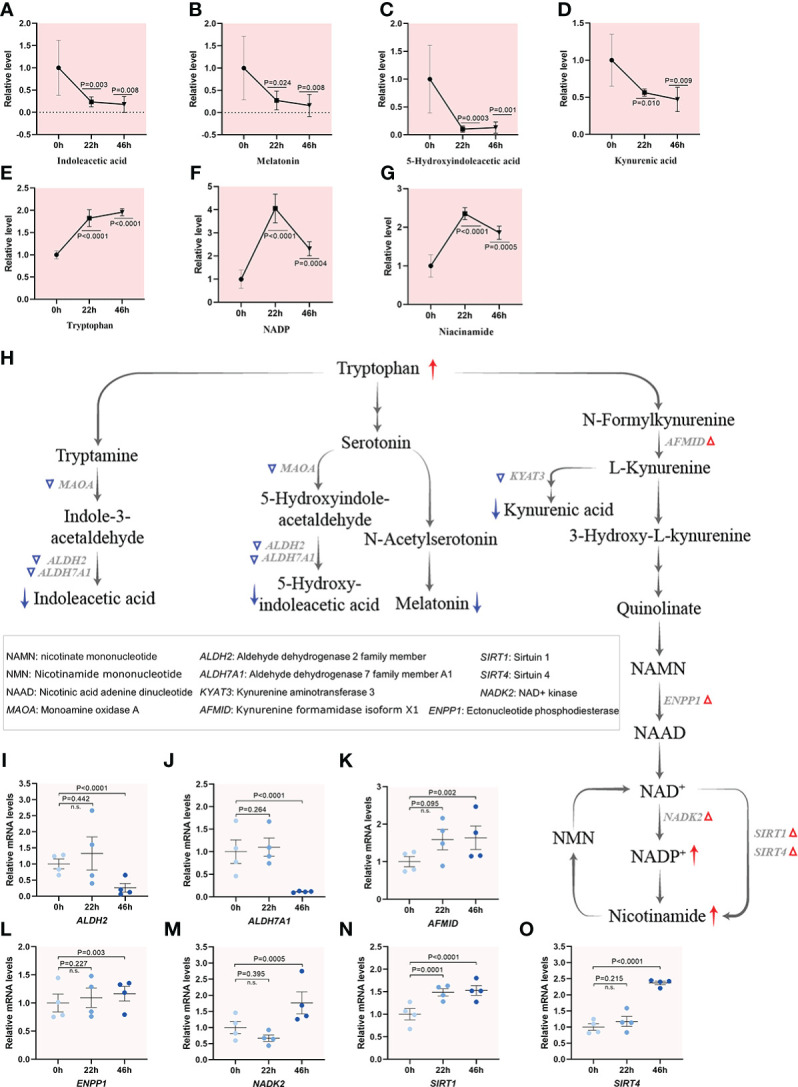
Tryptophan utilization during porcine oocyte maturation. **(A–G)** Relative levels of metabolites related to tryptophan metabolism in oocytes at three time points. **(H)** Schematic diagram of tryptophan metabolism during meiotic maturation, derived from metabolomics and transcriptomics. The red and blue arrows denote the metabolites that are upregulated and downregulated, respectively. DEGs increased and decreased are indicated by red and blue triangles, respectively. **(I–O)** Relative levels of representative differential expression genes involved in tryptophan utilization for maturation of porcine oocytes. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

### 3.4 Enhancement of carbohydrate metabolism activity during oocyte maturation

In mammals, a close relationship between carbohydrate metabolism and maturation process in oocyte has been proposed (40). However, the metabolite dynamics of carbohydrate during oocyte maturation remain poorly studied. Glucose, utilized through both pentose phosphate pathway (PPP) and tricarboxylic acid (TCA) cycle, is essential for oogenesis in pigs (41, 42). Our metabolomic analysis demonstrated that several key components of glycolysis and PPP experienced dramatic alterations upon meiotic maturation. For instance, an ~15-fold-increase was observed for glucose 6-phosphate and fructose 1,6-bisphosphate, an ~40-fold-increase in sorbitol 6-phosphate, and particularly ~800-fold increase in gluconolactone were identified in MII oocytes compared to GV oocytes (**Figures 7A–E**). Meanwhile, transcriptome analysis identified the increased mRNA levels of 5 (i.e., *IDNK, PGD, RPIA, PRPS and ADPGK*) out of 7 enzymes related to the metabolic pathways mentioned above (**Figures 7F–M**). In addition, as a metabolism hub, TCA cycle serves to connect the processes of glycolysis, amino acid synthesis and other biosynthetic pathways (43). 

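RPIA rose from 320 ± 20.7 FPKM (SD, n = 4) at 0h to 691 ± 124 FPKM at 22h and 785 ± 132 FPKM at 46h, a log2 fold change of 1.28 at 46h against 0h (standard error 0.172, adjusted p = 1.57e-05). ADPGK rose from 152 ± 23.9 FPKM to 319 ± 77.4 FPKM between the same stages (log2 fold change 1.05, adjusted p = 0.000355). PRPS2 is taken from the identifier that the paper's Supplementary Table 2 gives it, ENSSSCG00000012117, which the reference gene name table calls TLR7. It rose from 28.1 ± 2.7 FPKM to 45.6 ± 0.244 FPKM (log2 fold change 0.68, adjusted p = 0.000793), and with TPM its change of 0.58 did not pass. PRPS1, the other gene of that enzyme, fell from 15.6 ± 2.57 FPKM to 3.85 ± 1.4 FPKM (log2 fold change -1.80, adjusted p = 3.35e-05). IDNK changed by 0.45 on the log2 scale (adjusted p = 0.0475) and PGD by 0.59 (adjusted p = 0.143), and neither passed both thresholds. Both passed with median-of-ratios scaling, at 0.82 and 0.80. PGD varied between libraries, from 0.35 to 1.33 FPKM at 0h and from 1.45 to 3.90 FPKM at 46h. PFKM fell from 2.61 ± 1.02 FPKM to 0.22 ± 0.0535 FPKM (log2 fold change -1.52, adjusted p = 1.07e-05). GPI, with a mean under 1 FPKM, fell from 1.48 ± 0.203 FPKM to 0.557 ± 0.2 FPKM (exact two-sided permutation test, p = 0.0286). The median log2 fold change at 46h against 0h was 0.37 for the 11 genes tested of the pentose phosphate list and -1.01 for the 12 of the glycolysis list (adjusted p = 0.866 and 0.432, camera). At 22h these medians were -0.24 and -0.43.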

The level of malate was decreased in maturing oocytes ( **Supplementary Figure 5A**). Nonetheless, the abundance of citrate underwent ~3-fold-increase during meiotic resumption (**Supplementary Figure 5B**). Consistent with this observation, the abundance of differential expression genes (i.e., *CS, MDH2, SDHB, SUCLG2 and ACO1*) involved in TCA cycle showed the significant upregulation during meiotic maturation, implying the enhancement of TCA activity (**Figures 7N–R** and **Supplementary Figures 5C–E**). 

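SUCLG2 rose from 61.3 ± 2.76 FPKM (SD, n = 4) at 0h to 95.5 ± 6.86 FPKM at 22h and 194 ± 19.0 FPKM at 46h, a log2 fold change of 1.64 at 46h against 0h (standard error 0.137, adjusted p = 1.18e-07). CS rose from 56.7 ± 9.31 FPKM to 123 ± 54.2 FPKM (log2 fold change 1.03, adjusted p = 0.0123). MDH2, at 35.8 ± 8.40 FPKM at 0h and 64.1 ± 22.8 FPKM at 46h, did not pass (log2 fold change 0.79, adjusted p = 0.115), nor did SDHB (0.52, adjusted p = 0.0711). Both passed with median-of-ratios scaling, at 1.18 and 0.92. ACO1 was 0.225 ± 0.133 FPKM at 0h, 0.168 ± 0.101 FPKM at 22h and 0.14 ± 0.0523 FPKM at 46h, with no difference beyond the spread of the replicates (exact two-sided permutation test of 46h against 0h, p = 0.257). IDH1, SDHC and DLST, drawn in Figure 7F, had log2 fold changes of 0.43, 0.33 and 0.24 at 46h, none past both thresholds. DLST had passed at 22h, at 0.98 (adjusted p = 0.00251). Across the 22 genes tested of the TCA list the median log2 fold change was 0.06 at 22h and -0.81 at 46h against 0h, with 10 genes higher and 12 lower at 46h (adjusted p = 0.919 and 0.432, camera). From the citrate level and the genes it names, the paper proposes an enhancement of TCA activity.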

Carbohydrate metabolism occupies the core of bio-molecular metabolism, and the substrates involved in carbohydrate metabolism provide the essential saccharides and energy for oocyte maturation. Cumulatively, our results indicate the active carbohydrate metabolism, specifically, the PPP and TCA cycle, during porcine oocyte maturation.

**Figure 7:**
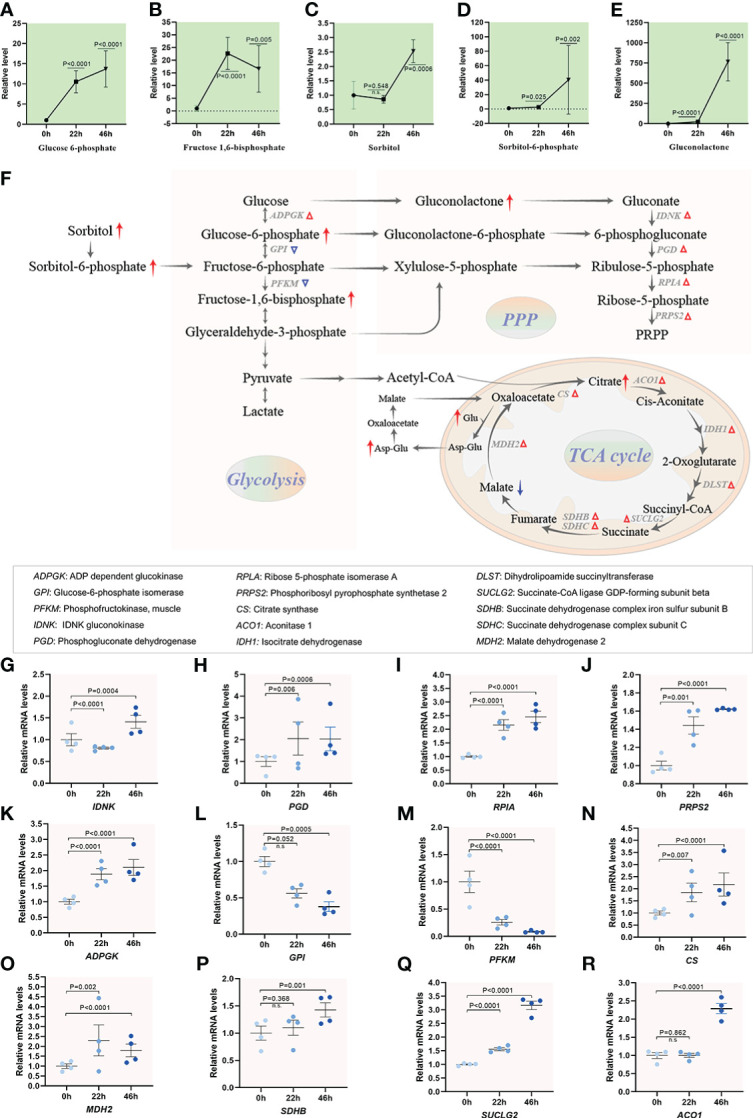
Carbohydrate metabolism activity during oocyte maturation. **(A-E)** Relative levels of metabolites related to carbohydrate metabolism in oocytes at three time points. **(F)** Schematic diagram of carbohydrate metabolism during meiotic maturation, derived from metabolomics and transcriptomics. The red and blue arrows denote the metabolites that are upregulated and downregulated, respectively. Differential expression genes increased and decreased are indicated by red and blue triangles. **(G–R)** Relative levels of differential expression genes involved in carbohydrate metabolism during oocyte maturation. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

### 3.5 A progressive decrease in nucleotide metabolism during oocyte maturation

Purine and pyrimidine nucleotides play critical roles as precursors for the synthesis of DNA and RNA, major energy carriers, and core elements of cofactors in metabolic pathways (44). In the *de novo* synthesis of purine nucleotides, activated ribose-5-phosphate (R5P) is then converted to Inosinic acid (IMP), which is further transformed into AMP and GMP. Similarly, the *de novo* synthesis of pyrimidine ends with the production of UMP, from which other pyrimidine nucleotides are converted. Temporal metabolome profiles clearly revealed that out of 17 differential metabolites involved in nucleotide metabolism, the abundance of 15 experienced the significantly decrease during meiotic maturation (**Figures 8A–L** and **Supplementary Figures 6A–E**). Consistent with the metabolite changes, the majority of enzymes responsible for purine and pyrimidine metabolism presented the reduced mRNA levels in matured oocytes (**Figures 8M** **–S** and **Supplementary Figures 6F–M**). For instance, transcriptomic data showed a 95% decrease in GMP synthase (GMPS), an enzyme in guanine ribonucleotide biosynthesis, and cytosolic 5’-nucleotidase 3A (NT5C3A), an enzyme in purine salvage pathway, in matured oocytes compared to GV oocytes. Together, the results clearly reveal the progressive reduction in nucleotide metabolism during porcine oocyte maturation.

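Of the 14 genes drawn in Figure 8M, 12 were tested. At 46h against 0h, 7 were lower and 2 were higher past both thresholds, with PNP (log2 fold change 1.05, adjusted p = 0.000251) and DCTPP1 (1.03, adjusted p = 0.000303) as the higher ones. The lower ones ranged from NME6, at -1.09 (adjusted p = 0.000224), to GMPS, and included CDA, UCK2, DUT and NUDT16 at -2.16, -2.51, -3.19 and -1.81. These are changes of FPKM + 1, and the mean FPKM of CDA and UCK2 at 46h was 0.0149 and 0.0177 times that at 0h. With quantile normalization NME6 was at -0.54 and did not pass. PDE1C was 4.50 ± 1.29 FPKM (SD, n = 4) at 0h, 3.48 ± 1.09 FPKM at 22h and 4.24 ± 0.426 FPKM at 46h, with no change beyond the spread of the replicates (log2 fold change at 46h -0.05, adjusted p = 0.856). Its sign at 46h reversed with median-of-ratios scaling, at 0.29, and with quantile normalization, at 0.64. CTPS1 at -0.45 (adjusted p = 0.0444) lay under the fold-change threshold on the scale of FPKM + 1 and was at 0.25 with quantile normalization. Its mean FPKM at 46h was 0.553 times that at 0h, with all 46h libraries below all 0h libraries. NT5C2 did not pass, at 0.21 (adjusted p = 0.349). TK1 and XDH, with means under 1 FPKM over all libraries, were lower in all 46h libraries than in all 0h libraries (exact two-sided permutation test, p = 0.0286 for either). The median log2 fold change at 46h was -0.07 for the 27 genes tested of the purine list and -0.14 for the 20 of the pyrimidine list (adjusted p = 0.866 for both, camera). At 22h these medians were 0.08 and -0.04. With median-of-ratios scaling the medians at 46h were 0.17 and 0.09. From the metabolites and the majority of the genes, the paper concludes that nucleotide metabolism is progressively reduced.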

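GMPS, listed as ENSSSCG00000028855 on chromosome 13 of Sscrofa11 from 95742342 to 95820903, fell from 84.8 ± 15.4 FPKM (SD, n = 4) at 0h to 37.4 ± 8.01 FPKM at 22h and 3.23 ± 0.466 FPKM at 46h. The decrease of the mean at 46h was 96.2%, with a log2 fold change of FPKM + 1 of -4.33 (standard error 0.187, adjusted p = 1.93e-10). NT5C3A, listed as ENSSSCG00000022912 on chromosome 18 from 40440890 to 40483043, fell from 13.1 ± 2.13 FPKM to 1.99 ± 0.906 FPKM at 22h and 0.378 ± 0.226 FPKM at 46h. Its mean decreased by 97.1% at 46h, with a log2 fold change of -3.36 (standard error 0.206, adjusted p = 4.92e-09). For either gene, each library of 46h lay below each library of 0h.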

**Figure 8:**
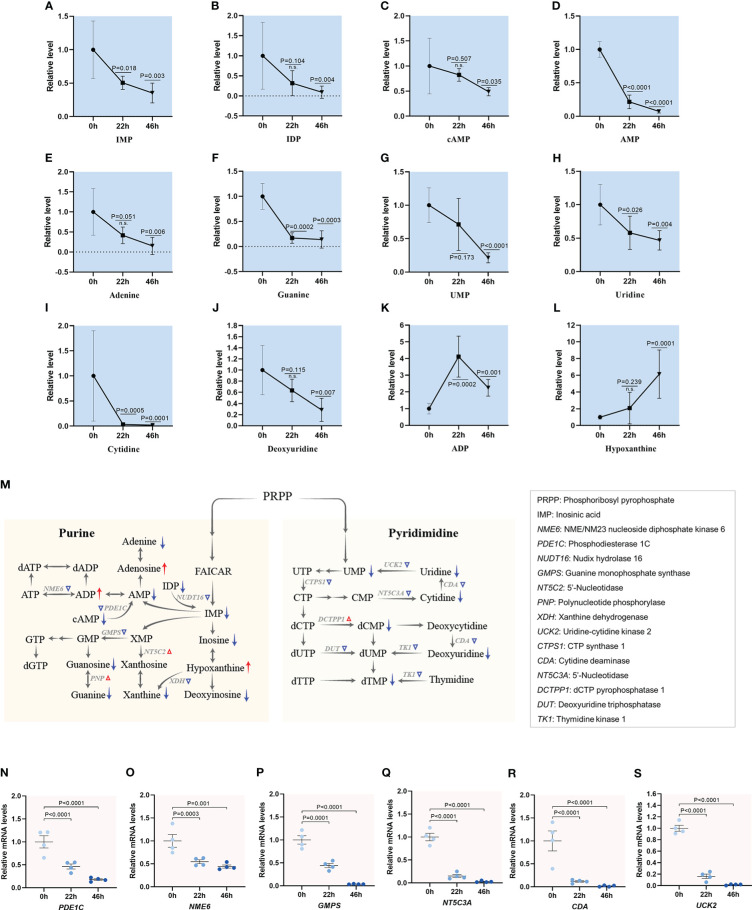
Metabolic changes in nucleotides during oocyte maturation. **(A-L)** Relative levels of metabolites related to nucleotide metabolism in oocytes at three time points. **(M)** Schematic diagram of nucleotide metabolism during meiotic maturation, derived from metabolomics and transcriptomics. The red and blue arrows denote the metabolites that are upregulated and downregulated, respectively. DEGs increased and decreased are indicated by red and blue triangles, respectively. **(N–S)** Relative levels of DEGs involved in glucose metabolism during oocyte maturation. Error bars, SD. Student’s t test was used for statistical analysis in all panels, comparing to GV. n.s., not significant.

## 4 Discussion

Metabolomics can reflect the state and events of metabolism within cells (11), however, profiling of metabolites in mammalian oocytes and embryos is still in the initial stage. Herein, we conducted an integrated analysis of metabolomics and transcriptomics by isolating porcine oocytes at key stages, illustrating the characteristics of global metabolic patterns in porcine oocytes. Remarkably, the most significantly altered pathways were identified during oocyte maturation (**Figure 9**), including (1) reduced fatty acid beta oxidation (2), diminished bile acid biosynthesis (3), enhanced catabolism of arginine and proline (4), active one-carbon metabolism (5), different flux of tryptophan utilization, and (6) a progressive decline in nucleotide metabolism. These dynamic changes in different pathways not only uncover the metabolic networks regulating oocyte development, but also are helpful for both prediction in biomarkers of oocyte quality and improvement of female fertility.

**Figure 9:**
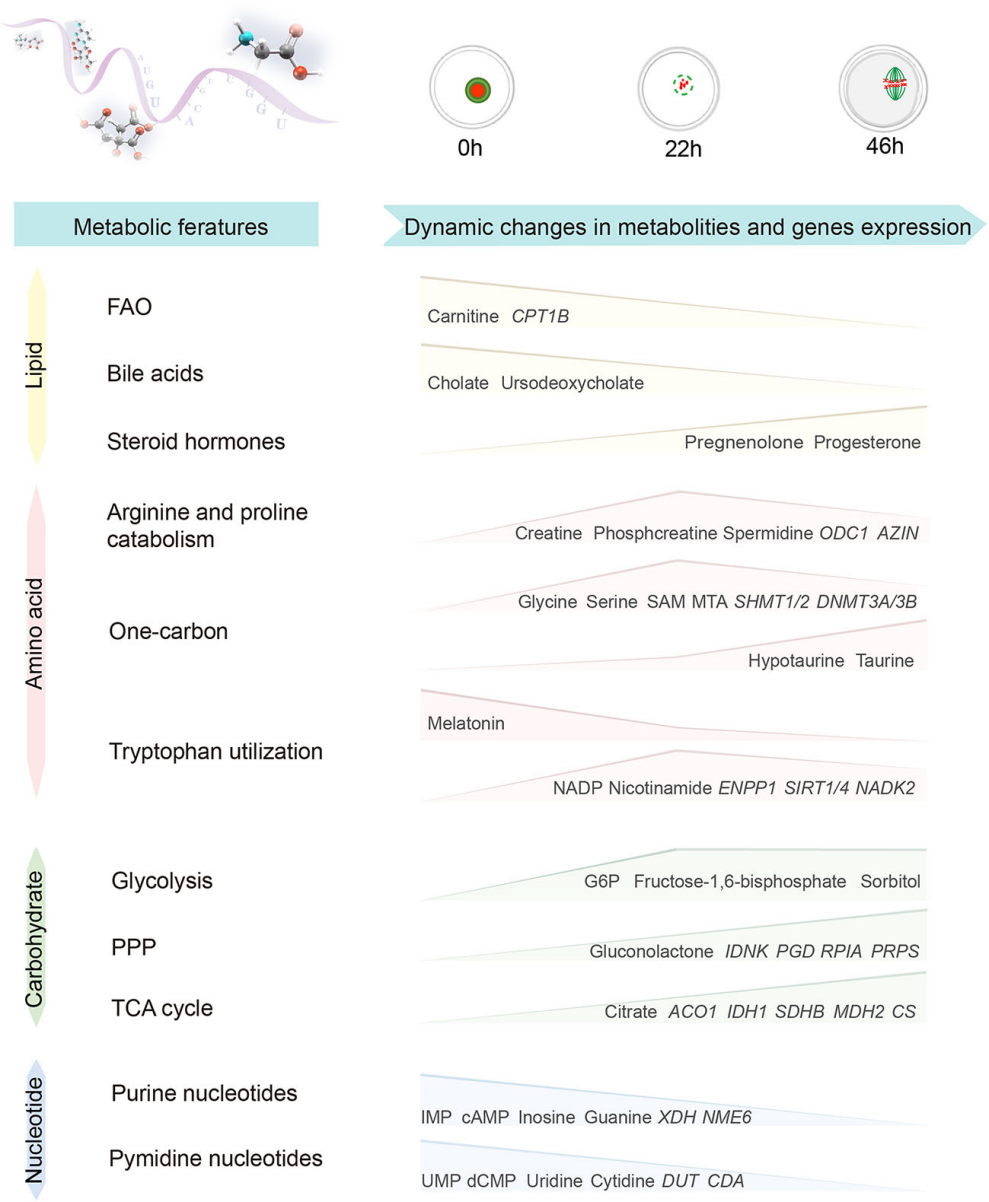
Characteristics of global metabolic patterns during porcine oocyte maturation. Diagram illustrating the dynamic changes in metabolites and gene expression during porcine oocyte maturation.

Enhanced *de novo* synthesis of NAD and active one-carbon metabolism strongly imply the ties between oocyte metabolism and epigenetic modifications. We discovered that the level of NMA, involved in active *de novo* synthesis of NAD, and Sirtuins, a family of NAD^+^-dependent histone deacetylases, experience a dramatically increase during maturation. 

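The sirtuin genes did not change in one direction at 46h against 0h. Besides SIRT4 and SIRT1, SIRT3 was higher by 0.36 on the log2 scale, within the spread of the replicates (adjusted p = 0.145), and passed with median-of-ratios scaling at 0.65. SIRT7 fell from 5.59 ± 3.76 FPKM (SD, n = 4) at 0h to 0.74 ± 0.246 FPKM at 46h, a log2 fold change of -1.77 (standard error 0.332, adjusted p = 0.000312). SIRT5 was 1.03 ± 0.509 FPKM at 0h and 0.02 ± 0.04 FPKM at 46h, and SIRT6 was 0.603 ± 0.637 FPKM and 0.0325 ± 0.0377 FPKM (exact two-sided permutation test, p = 0.0286 for either). SIRT2 stayed under 0.4 FPKM in every library. The directions of SIRT3 and SIRT7 were the same under the 4 other scalings tried, and those of SIRT5 and SIRT6 under the 3 that keep values under 1 FPKM, although SIRT6 overlapped between the stages with median-of-ratios scaling (exact test, p = 0.0571).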

Accumulating evidence suggests that the Sirtuins family is essential for modulation of histone acetylation status, thereby contributing to maintaining the meiotic apparatus in mammalian oocytes (45, 46). On the other hand, our study demonstrated the significant upregulation of one-carbon metabolism at both the metabolic and transcriptional levels. As cosubstrates of chromatin and DNA modifying enzymes, S-adenosylmethionine (SAM) serves as the high-energy methyl donor for requirement of methylation modification. There is now a growing appreciation that the dynamic change of metabolites influences the deposition and removal of epigenetic modifications. Obesity, diabetes, as well as many developmental failures and disorders, have been found to be associated with oocyte epigenetic abnormalities (47, 48). However, prevention and correction of these maternally transmitted nongenetic disorders remain challenging because of the lack of a comprehensive investigation of metabolite dynamics during oocyte maturation. Our finding provides a mechanistic framework for dissecting how oocyte metabolism could impact the complex, yet highly coordinated, epigenetic alterations during maturation. In the future, emphasis should be placed on genetic manipulations of key metabolic genes to determine how specific metabolites interact with epigenetic alternation in oocyte development.

Beyond its role as precursor for the synthesis of biological molecules, arginine plays a vital role in regulating many metabolic pathways that are vital to reproduction, growth, and health (49). In the current study, we found the enhanced catabolism of arginine and proline during oocyte maturation. Supplementation of diet with arginine during early gestation has been reported to improve implantation sites, embryonic survival, and litter size, indicating beneficial effects of optimal arginine and proline metabolism on reproductive performance (49, 50). Recently, Chen et al (51) discovered that oocytes in low reproductive performance (LRP) sows have reduced uptake and metabolism of arginine and proline, resulting in inhibition of oocyte development. It is conceivable that maternal environments change such as obesity and diabetes, may disrupt the metabolic patterns of amino acids, particularly uptake of arginine and proline, resulting in the impairment of oocyte quality and offspring development. Hence, the altered abundance of metabolites involved in catabolism of arginine and proline provides the potential interventional targets for the discovery of oocyte quality biomarkers.

Despite the findings in this study encouraging for further exploration, there are some potential limitations that should be acknowledged. Of particularly note is that we only describe the alternations of differential metabolites identified in the present study, non-differential metabolites such as melatonin, methionine and nicotinamide mononucleotide, among others, which may also be very necessary for porcine oocyte maturation. Moreover, it is difficult to decipher the alterations in individual metabolites, as they may participate in several pathways. For a given metabolite, elevation in its concentration could represent increased production, decreased consumption, or both (52). Thus, we have inferred changes during maturation in metabolic pathways based on the coordinated alterations in levels of metabolites and transcripts of genes encoding metabolic enzymes. In addition, we showed the changes in metabolism in multiple dimensions; however, metabolic activities are strongly influenced by allosteric regulation and posttranslational modifications in key enzymes, and these modifications often play an important role in the regulation of cell signal transduction, development, and other processes. The correlations of these dimensions were lacking because of the lack of a well-developed workflow for analysis ranging from genome to metabolome. Finally, somatic granulosa cells and cumulus cells surround oocytes, and their interactions are important for oogenesis (53). Metabolomic analysis will provide the next large set of clues to further our understanding of metabolic control of oocyte development.

## 5 Conclusion

In summary, we applied metabolomics and transcriptomics to uncover an integrated global picture of the metabolic characteristics during porcine oocyte maturation. Our dataset provides insights into the processes occurring in meiotic oocytes. We are optimistic that these findings will promote the development of approaches to manipulate the newly identified metabolic modules to improve oocyte quality and provide tremendous opportunities to define better germ cell culture systems.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE222399.

## Ethics statement

All experiments were approved by the Animal Care and Use Committee of Nanjing Agriculture University and were performed in accordance with Animal Research Institute Committee guidelines.

## Author contributions

MG, LG, and QW conceived the projects. MG and MC contributed to the metabolomics profiling; MG, QC, and XW contributed to the transcriptomics profiling. MG, SZ, HW, and WY assisted with the oocytes collection and *in vitro* culture experiments. MG and LG wrote and QW revised the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

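The transcriptome of denuded porcine oocytes was measured in 12 libraries, 4 for each of 0h, 22h and 46h of in vitro maturation, from 20 oocytes each. As deposited, each file holds an FPKM value per Ensembl gene identifier, made by the authors with STAR alignment to Sscrofa11 and RSEM. Whether the values were rounded or filtered further is not stated, and they were taken as they are. The metabolomic data were not part of the files and were not analysed here. The FPKM totals of the libraries differ and are not 1000000. No read counts were at hand, so the depth of the libraries and the counting precision of single genes are unknown, and the spread over the 4 replicates is the measure of precision used.

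The 31908 identifiers were named from the annotation of the reference genome, which named 15029, and from the paper's Supplementary Table 2, which named 133 more. Supplementary Table 2 was at hand with 1996 of its 7511 entries, and the other 5515 were left out. Genes with a mean of at least 1 FPKM over the 12 libraries were tested, which left 7013 genes, of which 6226 had a name and 5824 (83.0%) a transcript length and GC content.

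Values were taken as log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with the stage as the only factor over all 12 libraries. Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested, and a gene passed when its adjusted p was under 0.05 and its fold change over 1.5. Genes under the filter were compared by an exact permutation test of the 4 against 4 libraries, of which there are 70 arrangements. The separation of stages was tested by the share of the sum of squares between groups, with all partitions of the libraries. Gene lists were tested with camera (preset inter-gene correlation of 0.01) against the other genes tested, where at least 5 members were tested, with adjustment over the lists of a comparison. The lists cover fatty acid beta-oxidation, bile acid synthesis, steroid hormone, arginine and proline, one-carbon, tryptophan, NAD, glycolysis, pentose phosphate, TCA, purine and pyrimidine metabolism, and mitochondrially encoded proteins, the nuclear-encoded respiratory chain, cytosolic ribosomal proteins, cumulus and granulosa cell markers and oocyte markers. They were written by hand and not taken from a database. The genes named are those the paper names or draws, their close family members, and the 3 named genes with the largest rise and fall in each comparison among those past the thresholds. Genes ranked by rise and fall also had to have a mean of at least 5 FPKM and no overlap between libraries of the stages compared. STS, AMD1, CDO1 and MAOA had no matching identifier.

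The gene test was tested on simulated data with 200 changed genes among 7013. It called 166 of them (83%), none in the wrong direction, and 3 of the 6813 unchanged genes, and called 0 genes in a comparison without change. The median absolute error of the log2 fold change was 0.153, and 1 of 100 random lists of unchanged genes had a p under 0.05. Only 200 genes were changed in this simulation, whereas 3922 passed at 46h against 0h, so it does not cover so wide a change. Simulated genes do not show how far the genes of these libraries vary together. The random lists therefore cannot tell whether camera's preset correlation of 0.01 suits the data. With an estimated correlation, no list passed in either comparison against 0h.

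The alternatives tried were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, TPM with and without mitochondrially encoded genes, a fit of only the groups compared, eBayes without trend, the replicate number as a block, each of the 12 libraries left out in turn, other thresholds, fry and camera with an estimated correlation for the lists, and unit variance for the components. The comparisons and their tests, the gene lists and these alternatives were set before the data were examined, and the closing section says which tests of explanations were chosen later. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures with matplotlib 3.10.9.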

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

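The tests of transcript length and GC content were set before their results were seen, and the tests of scaling and of single libraries were chosen only after the results they concern were seen.

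Sets of transcripts outside the pathways the paper discusses changed together. The 13 genes of mitochondrially encoded proteins had a median log2 fold change of 2.80 at 22h and 2.68 at 46h, both against 0h, with 13 and 12 genes higher (adjusted p = 1.20e-10 and 2.95e-08, limma's camera). The 50 genes tested of the nuclear-encoded respiratory chain had medians of -1.05 and -2.61, with 46 genes lower each time (adjusted p = 1.21e-09 and 1.38e-07, limma's camera). The 47 genes of cytosolic ribosomal proteins had medians of -0.72 and -2.47, with 34 and 42 genes lower (adjusted p = 0.00113 and 3.77e-07, limma's camera). The scaling of the libraries moves all genes of a library together. Of median-of-ratios scaling and quantile normalization, the one nearer to no change still left medians at 46h of 2.85, -2.01 and -1.92 for these lists, which argues against scaling as the whole cause. Over 5824 genes, the log2 fold change at 46h against 0h correlated with transcript length (Spearman 0.19) and with GC content (Spearman -0.28), and ribosomal protein transcripts are short. Random lists matched on both gave medians from -1.93 to -0.39 in their middle 95%, and 8 of 10000 were as low as the ribosomal list at -2.47, which argues against these trends as its whole cause. For the respiratory chain, 30 of the 50 genes (60%) had a length and GC content. Their median was -2.93 against -2.17 to -0.24 for matched lists, but with the other genes unplaced, a part of length or GC content in that list cannot be told apart from a change of its own. The libraries start at the poly(A) tail, so a longer or shorter tail may change how much of a transcript is captured, and a change in tails or in the amount of RNA stays open next to maturation itself, since no value here separates them.

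Single libraries lay far from the others of their stage in 17 of the 242 groups of 4 values looked at, where 12.1 are given by chance. For HSD17B3 and MT3 at 22h and SIRT5 and TK1 at 46h the other libraries were at 0. Any value above 0 is then counted as apart, which the number given by chance does not allow for. Named genes were judged on FPKM, and the shares over all genes below on log2(FPKM + 1). Replicate 1 of 22h was apart for HSD17B4 (16.0 FPKM against 13.6 to 13.8), HSD17B3 (0.26 against 0 in the others), DNMT3B (26.5 against 21.2 to 21.4), SIRT3 (1.28 against 2.41 to 2.63), MT3 (1.87 against 0), ATP5PD (886 against 318 to 357) and CNIH4 (513 against 284 to 295). Over all genes tested this library was the one apart in 2.27% of genes, against 0.53% to 0.90% for the others of 22h and 1.25% given by chance, so a difference of that library across many genes may be behind these values. Replicate 3 of 46h was apart for SIRT5 (0.08 FPKM against 0), PGD (3.90 against 1.45 to 1.86), PRPS1 (5.93 against 2.98 to 3.46), PFKM (0.30 against 0.19 to 0.20) and NUDT16 (0.88 against 0.20 to 0.31). It was the one apart in 2.19% of all genes, more often than the others of 46h (0.96% to 1.36%) and than the 1.25% given by chance, but by less than the 2 times set for the test. As genes of a library do not vary independently, a difference of this library stays open. The remaining values were SLC25A20 in replicate 1 of 46h (7.84 FPKM against 12.4 to 12.9), HSD17B3 in replicate 1 of 0h (0.27 against 0.42 to 0.45), SHMT1 in replicate 3 of 22h (6.01 against 2.81 to 3.03), PGD in replicate 4 of 0h (0.35 against 1.29 to 1.33) and TK1 in replicate 4 of 46h (0.05 against 0). For these no biological explanation was tested. Leaving out the library apart removed the call at the paper's time point for SHMT1, with a log2 fold change of 0.55 at 22h against 0h. For HSD17B3 the exact p at 22h became 0.0571 whichever library of 0h was left out, while all 0h libraries stayed above those of 22h. The lost call is therefore not particular to replicate 1 of 0h.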

How the results depend on the processing

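The alternatives are those listed with the processing, and none was chosen after seeing the results. Where a change of result is given below, the cause was not tested unless stated.

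The separation of the stages was the largest of all partitions under each alternative tried, with shares between 41.9% and 85.2%. Of 117 gene counts under other settings, 100 stayed within 1.5 times the count given, as did 107 of 108 with a library left out. With a fold change over 2, fewer genes can pass by construction, with 871 genes at 22h against 0h (94 higher and 777 lower), 1736 at 46h against 22h (196 higher) and 512 higher genes at 46h against 0h. A mean of at least 5 FPKM tests fewer genes and left 802, 1419 and 1575 lower genes at 22h against 0h, 46h against 22h and 46h against 0h, and 2546 genes in the last in total. Median-of-ratios scaling gave 1407 higher genes at 46h against 22h and 2046 at 46h against 0h. Quantile normalization gave 1048 higher genes at 22h against 0h, 1971 higher and 1340 lower at 46h against 22h, and 2877 higher and 1789 lower at 46h against 0h. Leaving out each library gave 403 to 862 higher genes at 22h against 0h, the latter without replicate 4 of 0h.

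The replicate numbers do not pair the libraries. After the stage means were removed, libraries of the same number correlated with r from -0.466 to 0.381 (median -0.0166), and others from -0.428 to 0.532. With the replicate number as a block (replicate block), 1801, 2933 and 3894 genes passed at 22h against 0h, 46h against 22h and 46h against 0h.

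For the gene lists, 322 of 376 values under other settings and 362 of 384 with a library left out kept direction and side of the threshold. At 22h against 0h, the median of the fatty acid beta-oxidation list became 0.000855 with a mean of at least 5 FPKM, 0.0083 with median-of-ratios scaling, 0.080 with quantile normalization and 0.0437 with TPM without mitochondrially encoded genes. The pyrimidine list became 0.24, 0.0024, 0.10 and 0.0375 in the same order. With no filter on low values, which adds genes near 0, the medians were -0.00877 for arginine and proline, -0.041 for NAD, -0.0213 for TCA, -0.0239 for purine and 0.0032 for cumulus markers. Quantile normalization gave 0.0926 for cumulus and -0.0138 for oocyte markers. Leave-one-out ranges at 22h against 0h were -0.14 to 0.0511 for fatty acid beta-oxidation (highest without 22h replicate 1), -0.0676 to 0.15 for tryptophan (lowest without 0h replicate 2), -0.0812 to 0.092 for NAD (lowest without 0h replicate 2), -0.00954 to 0.0806 for TCA (lowest without 0h replicate 3), -0.0153 to 0.0847 for purine (lowest without 22h replicate 4), -0.11 to 0.016 for pyrimidine (above 0 without 0h replicate 1, 22h replicate 1 or 22h replicate 4), -0.15 to 0.28 for cumulus markers (highest without 22h replicate 1) and -0.11 to 0.24 for oocyte markers (lowest without 0h replicate 4).

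At 46h against 0h, a mean of at least 5 FPKM gave medians of 0.70 for fatty acid beta-oxidation, 0.62 for tryptophan, -0.0861 for NAD, -0.67 for pentose phosphate, 0.21 for purine and 0.40 for pyrimidine. Median-of-ratios scaling gave 0.0768 for steroid hormone, 0.17 for purine and 0.0858 for pyrimidine. Quantile normalization gave 0.19 for fatty acid beta-oxidation, 0.53 for steroid hormone, 0.0114 for tryptophan, 0.60 for purine and 0.53 for pyrimidine, and the oocyte markers passed at -1.24. With TPM the one-carbon list was at -0.0406 and the NAD list at -0.0499. With no filter the medians were -0.0457 for arginine and proline, -0.15 for one-carbon, -0.0863 for NAD and -0.036 for cumulus markers, and the oocyte markers passed at -1.15. Leave-one-out ranges were -0.10 to 0.18 for one-carbon (lowest without 46h replicate 3) and -0.0102 to 0.25 for NAD (lowest without 0h replicate 1).

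With fry, which tests each list for a common direction without reference to other genes, the medians are the same and further lists passed. The shift of all genes, a median of -0.25 at 46h against 0h, enters this test. The direction fry itself gives was not kept, and it need not be that of the median. These were pyrimidine at 22h against 0h (-0.0375) and, at 46h against 0h, fatty acid beta-oxidation (-0.51), steroid hormone (-0.17), one-carbon (0.0448), tryptophan (-0.69), glycolysis (-1.01), pentose phosphate (0.37), TCA (-0.81), purine (-0.0701), pyrimidine (-0.14) and oocyte markers (-1.15). With camera and an estimated correlation, no list passed in either comparison against 0h, including mitochondrially encoded proteins (2.80 and 2.68), the nuclear-encoded respiratory chain (-1.05 and -2.61) and cytosolic ribosomal proteins (-0.72 and -2.47).

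For the genes named, 1139 of 1234 values under other settings were unchanged in direction and side of the threshold, 21 lost the call, 62 gained it and 12 reversed. With a library left out, 1467 of 1584 were unchanged, 55 lost the call, 35 gained it and 27 reversed. For genes under 1 FPKM, leaving out a library also changes the set of arrangements of the exact test, so a lost call there need not come from that library. The reversals are of genes that did not pass. At 46h against 0h, ODC1, NADK and PDE1C were at 0.23, 0.27 and 0.29 with median-of-ratios scaling and at 0.14, 0.53 and 0.64 with quantile normalization. PDE1C was at 0.029 with TPM without mitochondrially encoded genes, CTPS1 at 0.25 with quantile normalization and DNMT3A at -0.0541 with TPM. DUT at 22h against 0h was at 0.0357 with median-of-ratios scaling, 0.0917 with quantile normalization and 0.0713 with TPM without mitochondrially encoded genes.

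Leave-one-out ranges that cross 0 at 22h against 0h were -0.0372 to 0.0075 for CPT1C, -0.13 to 0.27 for SLC25A20, -0.13 to 0.33 for ALDH2 (lowest without 22h replicate 3), -0.0917 to 0.51 for ALDH7A1 (lowest without 0h replicate 2), -0.0242 to 0.18 for ENPP1 (lowest without 22h replicate 1), -0.0161 to 0.14 for SIRT2 (lowest without 22h replicate 4), -0.081 to 0.23 for SIRT3 (lowest without 0h replicate 2), -0.0438 to 0.34 for SDHB (lowest without 0h replicate 4), -0.11 to 0.0056 for ACO1 (highest without 0h replicate 3) and -0.36 to 0.36 for DUT (highest without 0h replicate 4). At 46h against 0h they were -0.56 to 0.22 for ODC1, -0.28 to 0.34 for DNMT3A, -0.40 to 0.26 for NADK and -0.13 to 0.11 for PDE1C. Replicate 4 of 0h was the library left out at the highest value for ODC1, NADK and PDE1C. The depth of the libraries is unknown, so its part in the genes under 1 FPKM could not be assessed.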

Differences from the paper's values

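The alternatives named here were set before the data were examined.

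The paper gives 2,686 genes with significant alterations, and does not state for which comparison. It cannot be a count over the comparisons of Figure 2C, which, read by eye, has about 2800 higher genes between 0h and 46h alone, and Supplementary Table 2 holds more entries than 2,686. No count made here is known to be of the same kind. The genes past the thresholds in at least 1 of the 3 comparisons were 4470, and of the alternatives a mean of at least 5 FPKM, with 2930, and a fold change over 2, with 2936, came within 1.5 times the paper's number. With a fold change over 2, the comparison of 46h against 0h alone gave 2687 genes. Higher genes were about 1200 at 22h against 0h in the paper's Figure 2C, read by eye, and 550 here, and quantile normalization (1048) and leaving out replicate 4 of 0h (862) came within 1.5 times. At 46h against 22h they were about 1900 in Figure 2C, read by eye, and 692 here, with median-of-ratios scaling (1407) and quantile normalization (1971) within 1.5 times. Between 0h and 46h they were about 2800 in Figure 2C, read by eye, and 1179 here, with median-of-ratios scaling (2046) and quantile normalization (2877) within 1.5 times. The other alternatives did not close these gaps. The paper tested counts with DESeq2, so these gaps may come from the scaling and the test. The paper's component 1 holds about 32% in Figure 2B, read by eye, against 74.2%, and only unit variance with no filter on low values, at 32.3%, closed the gap.

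The paper's level of ACO1 at 46h relative to 0h is about 2.3 in Figure 7R, read by eye, against 0.622 here. The paper's level of PDE1C relative to 0h is about 0.45 at 22h and about 0.18 at 46h in Figure 8N, read by eye, against 0.775 and 0.943. None of the alternatives closed these gaps. In the part of the paper's Supplementary Table 2 at hand, PDE1C has fold changes of 0.464 at 22h and 0.191 at 46h. Leaving out replicate 1 of 22h brought the former to 0.712, within the spread of the replicates, and no alternative closed the latter. CDA has a fold change of 0.241 at 22h in the paper's table against 0.117 here, which no alternative closed.

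The other differences are fold changes of FPKM means at 46h against 0h that lie below those of the paper's Supplementary Table 2, and median-of-ratios scaling closed each of them. The paper names DESeq2 on counts for its differential expression. A different scaling of the libraries may therefore lie behind these differences, rather than different levels of the transcripts. The paper's value for ODC1 is 1.19 against 0.766 (1.07 with that scaling), for ALDH18A1 2.44 against 1.54 (2.06), for AZIN2 1.76 against 1.11 (1.56), for SHMT2 2.05 against 1.3 (1.81), for SIRT1 2.38 against 1.53 (2.05), for PRPS1 0.443 against 0.247 (0.326), for PFKM 0.144 against 0.0843 (0.114), for GMPS 0.0593 against 0.0381 (0.0495), for NT5C3A 0.0508 against 0.0288 (0.0385) and for UCK2 0.0289 against 0.0177 (0.0230). TPM without mitochondrially encoded genes also closed those of ODC1, ALDH18A1, AZIN2, SHMT2, SIRT1 and GMPS. Leaving out replicate 4 of 0h closed those of ODC1, AZIN2, SHMT2, SIRT1 and PFKM, and leaving out 1 other library closed those of ODC1 (46h replicate 2 or 4), ALDH18A1 (0h replicate 3), AZIN2 and SHMT2 (46h replicate 4), SIRT1 (46h replicate 2), GMPS (0h replicate 1 or 46h replicate 2), NT5C3A (46h replicate 1, 2 or 3) and UCK2 (46h replicate 4). The remaining alternatives did not close them. In the part of that table at hand, 1319 genes had a mean of at least 1 FPKM at both 0h and 46h. Over these the median log2 difference from the paper's fold changes at 46h against 0h was -0.53, and -0.12 with median-of-ratios scaling. Genes nearly lost at 46h are thus left out.

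The paper gives ACO1 as higher and PDE1C as lower during maturation, and neither direction passed a test here under any setting. Whether a different identifier or gene model lies behind the differences of ACO1 and PDE1C was not tested. For single genes the settings named here keep the thresholds as they are. With adjusted p alone and no threshold on the fold change, ALDH18A1, NADK2, SIRT1, IDNK and CTPS1 also pass at 46h, and with unadjusted p, ODC1, SHMT2, DNMT3A and DNMT3B also pass at 22h. The paper gives the genes for arginine and proline metabolism as higher, and ODC1 at 22h had a log2 fold change of 0.98 (adjusted p = 0.0587, limma) and ALDH18A1 0.36 (adjusted p = 0.143, limma). ODC1 passed at 22h with median-of-ratios scaling (1.02), quantile normalization (1.1), TPM without mitochondrially encoded genes (1.06) and without replicate 4 of 0h (1.37). ALDH18A1 passed under no setting at 22h, and at 46h under a pseudocount of 0.1 (0.65), the same 4 settings and without 0h replicate 1 or 3 or 46h replicate 2 or 4. Among the one-carbon genes the paper gives as higher at 22h, SHMT2, DNMT3A and DNMT3B did not pass but did under the same 4 settings as ODC1, and GCLC passed under none. AHCYL1, which the paper gives as lower, did not pass the exact test (p = 0.114), but passed it without replicate 2 of 0h. In limma with no filter on low values its adjusted p was under 0.05, but its log2 difference of -0.36 lay under the fold-change threshold.

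Of the genes the paper gives as higher at 46h, NADK2 (0.57), SIRT1 (0.54), IDNK (0.45), PGD (0.59), MDH2 (0.79), SDHB (0.52), SDHC (0.33), IDH1 (0.43) and NT5C2 (0.21) did not pass but did with median-of-ratios scaling and with quantile normalization. ENPP1 (0.13) and DLST (0.24) passed with quantile normalization alone, and AFMID (exact p = 0.171) with median-of-ratios scaling. NADK2 and SIRT1 also passed with a pseudocount of 0.1, NADK2, SIRT1 and SDHB with TPM without mitochondrially encoded genes, and MDH2 in a fit of only the groups compared. Single libraries left out also let pass NADK2 (0h replicate 2 or 3, 46h replicate 1 or 3), SIRT1 (0h replicate 4, 46h replicate 2), IDNK (0h replicate 4), MDH2 (22h replicate 1) and SDHB (0h replicate 2). Of those it gives as lower, CTPS1 (-0.45) passed under no setting, ALDH2 (exact p = 0.0571) passed with TPM and without 46h replicate 2, and HSD17B2 and HSD11B1L at 22h (exact p = 0.143 and 0.314) passed under none. The paper describes sirtuins as rising during maturation, whereas SIRT7 fell here at 46h by a log2 fold change of -1.77, and SIRT5 and SIRT6 were also lower.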

Other observations

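The tests of other splits and of replicate 4 of 0h were chosen only after the results they concern were seen, and the test of cumulus cell markers was set before its result was seen.

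As many genes as between the stages were found past the thresholds in 1 of the 35 splits of the 8 libraries at 22h against 0h, the split by stage itself. The same held for 1 of the 35 splits at 46h against 22h and for 1 of the 35 at 46h against 0h.

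Fewer genes were higher than lower at 46h against 0h. With median-of-ratios scaling the share of higher genes was 46.9% in place of 30.1%. That scaling brings the median change of all genes near 0, so this move is given by the method, and an effect of scaling cannot be told apart from an imbalance of the transcripts themselves. The mitochondrially encoded genes take a larger share of FPKM at 46h, and TPM without them gave 33.9%.

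Of the genes the paper draws with a direction, 11 had a mean under 1 FPKM, and 10 of these were lower at 46h than at 0h, with a median log2 difference of -0.48 over the 11. The exception was AFMID, which the paper gives as higher. The paper chose its genes on these libraries and gives most of these as lower, so the falls are no independent finding. RNA of cumulus cells left on the 0h oocytes would lower such genes as the cells are lost. The 15 markers of cumulus and granulosa cells under 1 FPKM had a median of -0.04, at percentile 36.7 of random lists matched on mean FPKM. This excludes little, since AMH, HAS2, PTX3, PTGS2 and S100A6 among them were at 0 at 0h and had no way to fall. Markers present at 0h were lower at 46h, with VIM at 0.208 and 0.012 FPKM, GJA1 at 0.112 and 0 FPKM, TIMP1 at 0.668 and 0.148 FPKM and GREM1 at 0.778 and 0.368 FPKM. INHA, KRT8, KRT18 and AREG were listed at 0 at 0h. With all of these so near 0, a small amount of cumulus cell RNA at 0h cannot be told apart from a change within the oocyte. Other markers, such as TMSB4X at 307 FPKM at 0h and 503 FPKM at 46h, ANXA2 at 10.4 and 24.4 FPKM and S100A11 at 6.72 and 6.45 FPKM, remain or rise at 46h and are therefore no measure of cumulus cells here. SERPINE2 had a higher mean at 22h (2.06 FPKM) than at 0h (1.355 FPKM) and was at 0.335 FPKM at 46h. The 7 markers tested had a median log2 fold change of -0.07 at 22h and 0.13 at 46h against 0h (adjusted p = 0.919 and 0.431, limma's camera).

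Replicate 4 of 0h was the one apart in 3.13% of genes of its stage. If it were further along towards 22h, its deviation from replicate 1 would correlate with the change from replicate 2 to 22h. The correlation was 0.241, under the 0.3 set for the test. The other ways to choose the libraries for replicate 4 gave -0.104, 0.216, -0.062, 0.144 and 0.201, and those for replicates 1 to 3 gave -0.33 to 0.33, so an earlier or later stage of these oocytes cannot be told apart from other differences of the library.

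The oocyte marker list of 18 genes had a median log2 fold change of 0.02 at 22h and -1.15 at 46h against 0h (adjusted p = 0.919 and 0.104, limma's camera). At 46h against 22h the median was -1.37 (adjusted p = 0.0085, limma's camera), with 16 genes lower. In this comparison the list also passed with fry (adjusted p = 5.5e-07). It did not pass with camera and an estimated correlation (adjusted p = 0.509).

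Rises and falls were ranked among genes with a name, past the thresholds, with a mean of at least 5 FPKM and no overlap between libraries of the stages compared. The largest falls among these were DYNLRB1, NDUFB7 and MT3 at 22h against 0h, with log2 fold changes of -3.61, -3.49 and -3.48. At 46h against 22h they were RPL23A, MIX23 and ATP5PD, with -8.12, -7.89 and -7.40. At 46h against 0h they were ATP5PD, CNIH4 and RPL23A, with -8.98, -8.90 and -8.83. The largest rises were those of ND6, ND4L and ND2 at 22h against 0h, with 4.42, 3.91 and 3.31, of SAG, TBK1 and BTBD9 at 46h against 22h, with 3.07, 2.80 and 2.53, and of ND6, ND4L and CYTB at 46h against 0h, with 5.21, 4.35 and 4.30.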
